# Methylome Analysis in Chickens Immunized with Infectious Laryngotracheitis Vaccine

**DOI:** 10.1371/journal.pone.0100476

**Published:** 2015-06-24

**Authors:** José A. Carrillo, Yanghua He, Juan Luo, Kimberly R. Menendez, Nathaniel L. Tablante, Keji Zhao, Joseph N. Paulson, Bichun Li, Jiuzhou Song

## Abstract

In this study we investigated the methylome of chickens immunized with Infectious laryngotracheitis (ILT) vaccine derived from chicken embryos. Methyl-CpG binding domain protein-enriched genome sequencing (MBD-Seq) method was employed in the detection of the 1,155 differentially methylated regions (DMRs) across the entire genome. After validation, we ascertained the genomic DMRs distribution and annotated them regarding genes, transcription start sites (TSS) and CpG islands. We found that global DNA methylation decreased in vaccinated birds, presenting 704 hypomethylated and 451 hypermethylated DMRs, respectively. Additionally, we performed an enrichment analysis detecting gene networks, in which cancer and RNA post-transcriptional modification appeared in the first place, followed by humoral immune response, immunological disease and inflammatory disease. The top four identified canonical pathways were EIF2 signaling, regulation of EIF4 and p70S6K signaling, axonal guidance signaling and mTOR signaling, providing new insight regarding the mechanisms of ILT etiology. Lastly, the association between DNA methylation and differentially expressed genes was examined, and detected negative correlation in seventeen of the eighteen genes.

## Introduction

Infectious Laryngotracheitis (ILT) is a disease caused by the *Gallid herpesvirus 1 (GaHV-1)*. The disease spreads worldwide and presents a challenge for the poultry industry due to its detrimental economic impact. Morbidity varies from 50 to 100%, and mortality between 10 and 20%, reaching sometimes 70% of the flocks [1]. Mostly, ILT is associated with chicken in areas of high poultry production but the disease also affects other birds such pheasants, peafowls and turkeys [2]. After the incubation period of 6 to 12 days, infected birds could display different symptoms, such as conjunctivitis, sinusitis and nasal discharge, bloody mucous exudate, continuous head shaking and hyperextension of the neck [3]. The course of the disease extends from 10 to 14 days. Grave acute cases will die within a few days [3]. Although chickens could fully recover in the mild cases, the loss in growth, meat quality and egg yield is significant [4]. Therefore, the ILT is being listed as one of the priority poultry diseases in USA.

ILTV diagnostic is based on symptomatology, lesions, histology and laboratory analysis (PCR, ELISA) [5]. Vaccination is used to prevent the incidence of the disease in endemic regions or in emergency situations. Attenuated live vaccines are administered intraocular at the age of 4 to 6 weeks, and revaccination is normally performed at 14–16 weeks by drinking water [6]. Since inoculation could cause “vaccinal laryngotracheitis” in immune compromised individuals, only healthy birds should receive the antigen [7]. Modified-live vaccines have been linked to several problems including adverse vaccine reactions, increase virulence by successive passages of the virus from bird to bird, and the possible harbor of latent virus in vaccinated individuals [8]. All these reasons justify the avoidance of modified-live vaccines. Recently, a recombinant vaccine has been released for commercial use [9]. Recombinant vaccines have a promissory future because a single dose confers lifelong immunity and lack most of the undesirable reactions. Despite all the benefits described before, massive utilization of recombinant vaccine is still scarce. To devise improved methods for the diagnosis and control of the disease, more studies are necessary for understanding better the onset, establishment and course of the infection.

The ILTV presents a linear and double-stranded DNA. Its genome size is approximately 150 kb, containing 48% of GCs [3]. The genome is organized in unique short and long regions surrounded by identical internal and terminal repeat sequences, encoding 80 open reading frames [10]. So far, most of the studies in ILT have been focused on the viral molecular structure and differences among strains [11, 12]. Identification of those divergences permits to recognize new viral mutations with atypical clinical signs that redefine the known course of the disease [4].

Obviously, the establishment of the infection involves an interaction between the virus and the host. Nevertheless, many aspects from the host side are still unknown or superficially described, although studies *in vitro* explored genomic host responses to virulent and vaccine ILTVs in lung cells obtained from chicken embryos [13, 14]. Comparing vaccine and virulent ITL, they only identified several differentially expressed genes, such as *C8orf79*, *F10*, *NPY* and *BMP2* [13]. However, similar research *in vivo* exploration has not yet been reported. Although identification of genes explains part of the implicated immunological mechanisms, the epigenetic regulation of ILTV infection is still unrevealed. As we know, it is essential to understand in details the host response to vaccination and infection for potential development of novel vaccines, which will be important to control ILT.

DNA methylation—a common epigenetic phenomenon—consists on the addition of a methyl group to the cytosine or adenine DNA nucleotides. In mammals, DNA methylation mostly occurs in CpG sites and ranges from 60 to 90 percent [15, 16]. It has been associated with repressive gene stage and plays a major role in many biological processes such as cells differentiation, carcinogenesis, genomic imprinting, chromosome inactivation and expression regulation [17]. Unmethylated CpGs aggregate in clusters denominated CpG islands, which exist in the 5’ regulatory regions of many genes [18]. Notably, diagnostic and prevention of tumors for different tissues were developed based on their methylation profile, indicating that methylation pattern differs between normal and cancerous tissues [19, 20].

In this study we explored the DNA methylation profiles and identified differentially methylated regions (DMRs) between ILTV vaccinated and control chicken groups, using the methyl-CpG binding domain protein-enriched genome sequencing (MBD-Seq) method [21]. Subsequently, we annotated the DMRs regarding their location to genes and CpG islands, and performed enrichment and pathways analyses. Finally, we found some genes that were differentially expressed in RNA-Seq analysis and also overlapped with the identified DMRs associated to its correspondent promoter, and explored the relationship between DNA methylation and gene expression.

## Results

Twelve libraries were constructed from the birds’ DNAs. Each condition (control and vaccinated) has three elute concentrations with two replications. Before euthanasia, the birds were checked and all individuals from the vaccinated group showed mild to acute clinical signs. The respective scores ranged from 0 to 3 and none of the birds received more than 3 during the experiment. Accordingly, the control group scored 0 for all individuals. Two biological replicates from each condition were used to extract tracheal DNA for the MBD-Seq analysis. 

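DNA from the tracheal mucosa of 2 control birds and of 2 birds given 3300 plaque-forming units of the vaccine was collected at day 6, sheared and captured with a methyl-CpG binding domain protein, which holds DNA that carries methylated CpG sites. Each capture was eluted serially with low, medium and high salt buffer, so that each of the 4 birds gave 3 libraries and 12 libraries were sequenced. Fragments with more methylated CpG sites are released at higher salt. The authors aligned 35-nt reads (50 nt with the first 15 nt trimmed) to galGal3 and called peaks with MACS in each library alone. The deposited peak lists held 7885 to 32072 peaks per library, with a median of 24811.5. The 6 control libraries held 125292 peaks together and the 6 vaccinated libraries 134208. Each peak carries the authors' MACS score, which is derived from its p-value and has a minimum of 50 in the lists, and the score was used here to filter peaks within a library and, in alternatives and the check of bird numbers in the closing section, to correlate libraries. The peak lists hold no read counts, so the depth comes from the paper's Table 1, which gives 5066831 to 12546980 aligned reads per library, 57602113 for the control libraries together and 36409248 for the vaccinated libraries. For the values beside the conclusions, peaks of the 12 libraries that overlapped by at least 1 bp were merged into regions, and a region counted as called in a library when a peak of that library overlapped it. Direction, fold and FDR of the differentially methylated regions (DMRs) come from the authors' deposited table, and their test was not refitted. That test took elution concentration as a block, and the paper names no term for the bird in it. The 3 libraries of a bird come from 1 capture, so the FDRs count 6 libraries per treatment and not 2 birds. The bird is the unit of each test between libraries that was run here, and 2 birds against 2 allow no exact two-sided p under 0.33.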

Table 1 shows the number of reads per sample, in which the control with high elute concentration has the less number of aligned reads, oppositely to the vaccinated and low concentration that holds the largest number of aligned fragments. The percentage of alignment for all samples ranged from 66.11 to 83.69 percent. Considering the samples by conditions (Control-Vaccinated) and replicates (1–2), and comparing individual samples within groups, it is consistent that high elute concentration produces DNA fragments that align in a smaller proportion to the reference genome.

**Table 1:** Sequencing and mapping details of the samples.

Sample	Reads Processed	Aligned Reads	Unaligned Reads	Aligned (%)
LowControl1	15,840,740	12,242,921	3,597,819	77.29
MedControl1	12,049,016	9,408,739	2,640,277	78.09
HighControl1	17,685,076	11,692,413	5,992,663	66.11
LowControl2	7,788,797	6,213,214	1,575,583	79.77
MedControl2	7,406,875	5,497,846	1,909,029	74.23
HighControl2	18,880,981	12,546,980	6,334,001	66.45
LowVac1	7,475,829	6,256,266	1,219,563	83.69
MedVac1	7,389,194	5,849,164	1,540,030	79.16
HighVac1	9,922,376	6,909,168	3,013,208	69.63
LowVac2	8,402,205	6,992,132	1,410,073	83.22
MedVac2	6,437,102	5,335,687	1,101,415	82.89
HighVac2	7,383,856	5,066,831	2,317,025	68.62

For peaks detection, Table 2 shows the samples and the last column arrays the numbers of peaks for each sample. This is helpful to compare the numbers of peaks between replicates, demonstrating how well replications represent their corresponding biological condition. 

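In each of the 4 birds, the library of high salt concentration held fewer peaks than the low and the medium library of the same bird. At high concentration, 8388 peaks were called in control 1, 7885 in control 2, 11146 in vaccinated 1 and 9608 in vaccinated 2. The mean was 27539.5 ± 3478 peaks (SD, n = 4 birds) at low concentration, 28079 ± 4091 (SD, n = 4) at medium and 9257 ± 1452 (SD, n = 4) at high. Within birds, the log2 ratio of high to low was -1.58 ± 0.32 (SD, n = 4), which is 2.98-fold fewer peaks, and that of high to medium was -1.60 ± 0.19 (SD, n = 4). Both ratios were below 0 in 4 of 4 birds (exact sign permutation test, two-sided p = 0.13 for each, the smallest that 4 birds allow, and 0.188 after Benjamini-Hochberg adjustment over the 3 pairs of concentrations). The ratio of high to low was smaller with only peaks of a MACS score of at least 100, -0.48 ± 0.62 (SD, n = 4; exact p = 0.25), where vaccinated 1 held 4180 peaks at low and 4675 at high concentration, and by covered base pairs it was -0.76 ± 1.19 (SD, n = 4; exact p = 0.375). The high concentration peaks covered 2.56 ± 0.778 Mb (SD, n = 2) in control birds and 10.6 ± 1.23 Mb (SD, n = 2) in vaccinated birds. Covered length depends on the length of the peaks as well as on their number. The median peak length at high concentration, averaged over the 2 birds, was 248 bp in control and 854 bp in vaccinated birds.

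**Figure D1:**
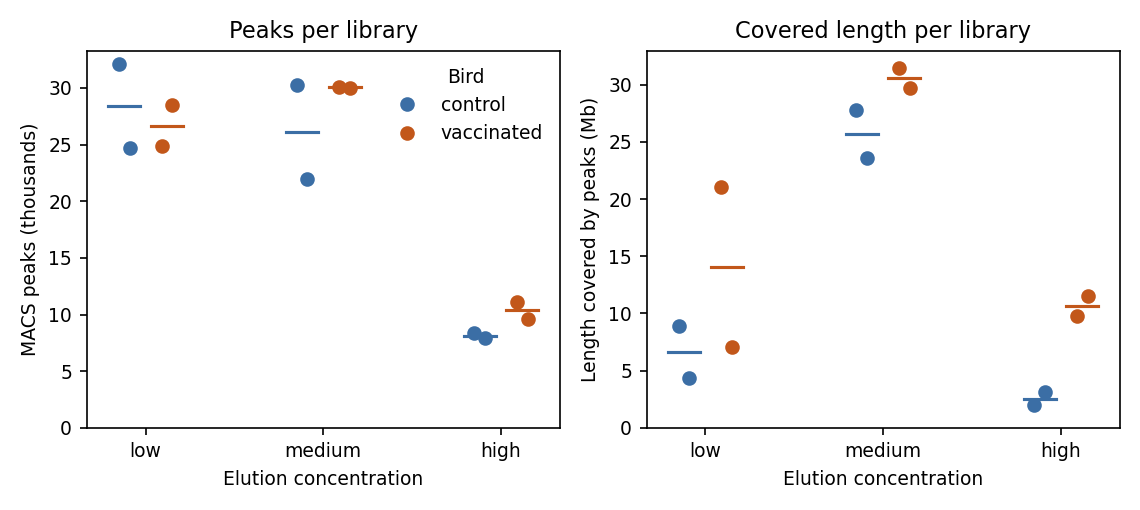
MACS peaks per library (left) and the length that the peaks cover in Mb (right) by elution concentration. Each point is 1 bird and each line the mean of 2 birds. All 4 high concentration libraries lie between 7885 and 11146 peaks, below the other 8 libraries.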

Samples with high salt concentration have the lowest number of peaks, ranging from 7,858 to 11,109. Medium and High concentrations behaved similarly with comparable peak numbers for three members of these groups. 

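At medium concentration, 3 birds held nearly the same number of peaks: 30270 in control 1, 30114 in vaccinated 1 and 29986 in vaccinated 2. Control 2 held 21945. The log2 ratio of medium to low peaks within birds was 0.02 ± 0.20 (SD, n = 4; below 0 in 2 of 4; exact sign permutation test, p = 0.875). With only peaks of a MACS score of at least 100 it was 1.11 ± 0.25 (SD, n = 4), and with peaks divided by the paper's aligned reads 0.28 ± 0.20 (SD, n = 4), each with an exact p of 0.13, the smallest that 4 birds allow. The medium peaks covered more of the genome, 28.1 ± 3.41 Mb (SD, n = 4) against 10.3 ± 7.38 Mb (SD, n = 4) at low concentration. Vaccinated minus control was 0.22 on the log2 scale at medium concentration and 0.35 at high concentration (exact permutation test of 2 birds against 2, p = 1 and p = 0.33). Without control 2 the medium value was -0.011. Divided by the paper's aligned reads, the values were 0.59 at medium and 1.38 at high concentration. With a MACS score of at least 100 the high value was 0.83. By covered base pairs it was 2.08, which also carries the longer peaks of the high vaccinated libraries.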

Low concentration samples clustered in two groups of similar values.

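At low concentration, control 1 and vaccinated 2 held 32072 and 28463 peaks, and control 2 and vaccinated 1 held 24732 and 24891, so that each pair of similar values joins a control bird and a vaccinated bird. The means were 28402 ± 5190 (SD, n = 2) in control birds and 26677 ± 2526 (SD, n = 2) in vaccinated birds. The log2 ratio of vaccinated to control was -0.08 (exact permutation test, two-sided p = 1). The libraries differed more in the length that the peaks covered, which was 8.92 Mb in control 1, 4.33 Mb in control 2, 21.0 Mb in vaccinated 1 and 7.11 Mb in vaccinated 2. The direction of the small difference in number turned when peaks were divided by the paper's aligned reads (log2 ratio 0.32) or replaced by covered base pairs (0.98), and without control 1 (0.11) or without vaccinated 1 (0.02).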

**Table 2:** Description and number of peaks per sample.

ID	Tissue	Condition	Treatment	Replicate	Peak caller	Intervals
HC1	Trachea	Control	High	1	Macs	8,362
HC2	Trachea	Control	High	2	Macs	7,858
HV1	Trachea	Vaccinated	High	1	Macs	11,109
HV2	Trachea	Vaccinated	High	2	Macs	9,571
MC1	Trachea	Control	Medium	1	Macs	30,202
MC2	Trachea	Control	Medium	2	Macs	21,891
MV1	Trachea	Vaccinated	Medium	1	Macs	30,036
MV2	Trachea	Vaccinated	Medium	2	Macs	29,909
LC1	Trachea	Control	Low	1	Macs	31,995
LC2	Trachea	Control	Low	2	Macs	24,667
LV1	Trachea	Vaccinated	Low	1	Macs	24,833
LV2	Trachea	Vaccinated	Low	2	Macs	28,398

To evaluate the data quality, we did occupancy analysis based on the cross-correlations of each row using only the peak calling data (Fig 1a), indicating the similarity of peak scores and serving as a technical quality control as well. 

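On average, libraries of the same elution concentration from different birds shared more of their peaks than libraries of different concentrations. The mean Jaccard index, which is the base pairs covered in both libraries divided by those covered in either, was 0.277 for the same concentration and 0.132 for different concentrations. The difference of 0.145 was larger than under all other arrangements of the concentration labels within birds (exact permutation test, one-sided p = 0.00463, the smallest that these arrangements allow). At high concentration, the control libraries HC1 and HC2 had an index of 0.328 and the vaccinated libraries HV1 and HV2 of 0.471, while pairs of a control and a vaccinated library had a mean of 0.132. Within treatment minus between treatments was 0.268 at high concentration, -0.0147 at low and -0.00221 at medium. The other ways to split the high concentration libraries into pairs gave -0.137 and -0.131, and the 3 splits allow no exact p under 0.33. An index in base pairs is limited by unequal covered lengths. HC1 and HC2 covered 2.01 and 3.11 Mb, and HV1 and HV2 9.76 and 11.5 Mb. Counted in merged regions, the mean between treatments at high concentration was 0.271, and within minus between was 0.211. For 11 of the 12 libraries, the library with the highest index was of the same concentration, and for 5 of the 12 it was of the same treatment.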

The samples clustered based on concentration instead on replication, excepting for the high concentration samples where they paired by replication and condition (HC1-HC2 and HV1-HV2), as is reflected in the larger correlation coefficient among these samples. Then, a binding matrix was generated using the read counts instead of the previously used peak confidence scores (Fig 1b). The results show affinity scores correlation (reads counts) in all possible binding locations. For most of the samples correlations are higher than in Fig 1a. Obviously, this approach worked well for grouping high concentration samples by condition and replicates but failed to classify all samples based on condition.

**Fig 1:**
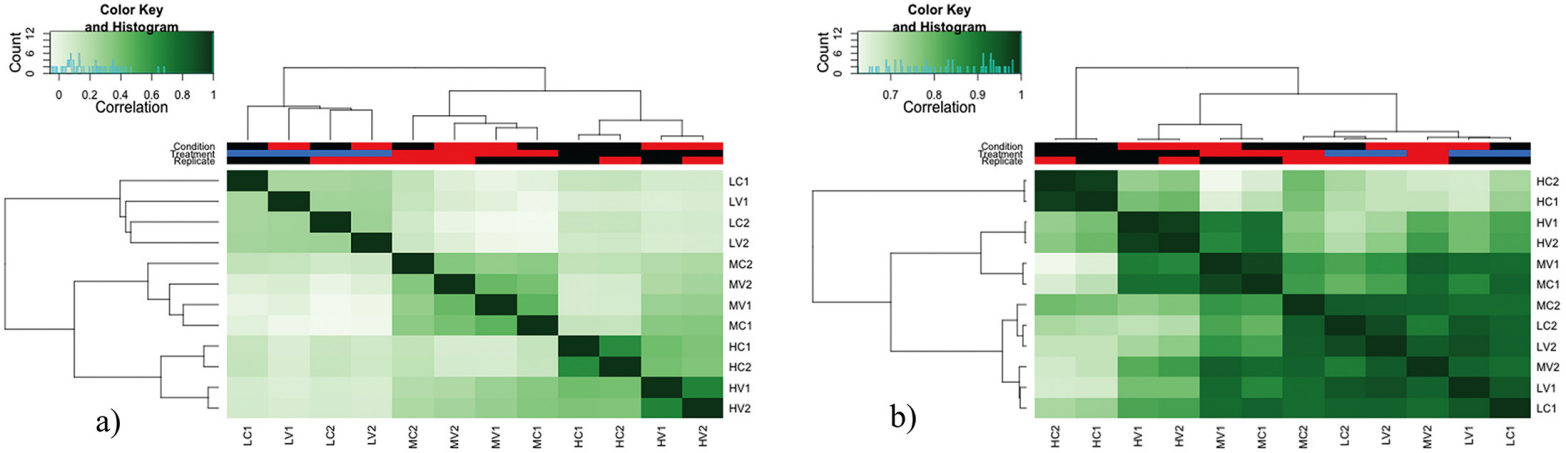
Heat-maps obtained at different stages of the analysis a) Occupancy analysis result based on rows cross-correlations from the peaks detected by MACS. The dendogram describes the similarity of peaks among samples and serves as a quality control for the peak calling step b) Clustering employing the reads counts of each sample in the entire set of potential binding sites, which are represented by rows in the matrix.

By using DiffBind, we defined a contrast based on conditions and detected 85,493 unique peaks and 47,356 overlapped peaks. 

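The peaks of the 12 libraries formed 85699 merged regions, of which 47462 (55.4%) were called in 2 or more libraries and 38237 in 1. 1163 regions were called in all 12 libraries. Regions called in both birds of 1 treatment at 1 concentration, and in no other library, numbered 731 for control at low, 351 for control at medium and 526 for control at high concentration. For vaccinated birds they numbered 958 at low, 954 at medium and 156 at high concentration. With only peaks of a MACS score of at least 100, the peaks formed 24671 merged regions and 14349 of them were called in 2 or more libraries.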

The resulting matrix of 47,356 x 12 represents binding locations and number of samples for rows and columns, respectively. 

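The region with the smallest FDR in the authors' deposited table lies on the unplaced sequence Un_random of galGal3 from 51472160 to 51472872. The authors' log2 concentration there was 7.68 in control and 3.56 in vaccinated birds (FDR 2.03e-48). Peaks were called there in the low and medium libraries of control 1, in no library of control 2, and in both low vaccinated libraries. A pair of neighbouring regions on chromosome 1, both called in all 12 libraries, is also among the 5 regions of smallest FDR. From 104450898 to 104453172, around the annotated gene ENSGALG00000025638, the authors' deposited table gives 10.51 in control and 7.77 in vaccinated birds (FDR 1.05e-44). From 104479387 to 104480829 it gives 9.61 and 6.50 (FDR 1.00e-38). A region on chromosome 8 from 25058128 to 25058540, inside an annotated gene, has 7.31 and 4.35 in the authors' deposited table (FDR 1.00e-38) and was called only in the low and medium libraries of control 1. Of the 1155 DMRs, 1154 have exactly the borders of a merged region of the peak lists, and 915 have an absolute log2 fold of at least 1 in the authors' deposited table. Another region on Un_random, from 12105051 to 12106365, has 8.10 in control and 5.39 in vaccinated birds in the authors' deposited table (FDR 1.15e-39). Peaks were nevertheless called there in 3 vaccinated libraries and in only 1 control library, the low library of control 1. DMRs were 2.43% of the regions called in 2 or more libraries.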

We detected 1,155 DMRs across the entire chicken genome for birds that were inoculated with ILT chicken embryo origin vaccine. The differentially methylated regions (DMRs) (FDR<0.1) are presented as red dots in the Fig 2a. 

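In the authors' deposited table, 704 DMRs had a lower concentration in vaccinated than in control birds (61.0%) and 451 a higher one. The lower DMRs had a median log2 concentration of 4.54 in control and 1.82 in vaccinated birds in the authors' deposited table, with a median log2 fold of 2.24 for control minus vaccinated. The higher DMRs had a median of 2.83 in control and 4.26 in vaccinated birds, with a median log2 fold of -1.15. Among the higher DMRs, the region with the smallest FDR lies on chromosome 9 from 16080064 to 16084734, with a log2 fold of -0.95 in the authors' deposited table (FDR 6.13e-12), and was called in both medium control libraries and in all medium and high vaccinated libraries. On chromosome 1, the region from 53914643 to 53916797 has a log2 fold of -2.54 in the authors' deposited table (FDR 5.73e-06) and was called in 3 vaccinated libraries and in no control library. At an FDR under 0.05 in the authors' deposited table, 509 lower and 244 higher DMRs remain. 105 of the lower DMRs stand at the lowest vaccinated value of the table, 0.10, where the fold depends on that value.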

We found that 451 and 704 DMRs were hypomethylated and hypermethylated in the vaccinated group, respectively. The clustering of samples, using only the identified DMRs, was shown in the Fig 2b. The extensive list of DMRs is provided as an excel spreadsheet in the S2 Table. The results coincide with the condition of the samples, especially for the vaccinated samples that were assigned to the same cluster, suggesting that these DNA varying methylation levels could be used to predict the outcome of the individual.

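At the DMRs, the peak calls of the single libraries differed between the treatments at each of the 3 elution concentrations. At the 704 DMRs lower in vaccinated birds, peaks were called most often in the high control libraries, at 403 DMRs (57.2%, 95% Wilson interval 53.6 to 60.8) in control 1 and 405 (57.5%) in control 2. The high vaccinated libraries had peaks at 172 (24.4%) and 159 (22.6%) of them. At low concentration the control libraries had peaks at 385 and 274 of these DMRs and the vaccinated libraries at 210 and 235, and at medium concentration at 350 and 296 against 256 and 245. At the 451 DMRs higher in vaccinated birds, peaks were called most often in the medium vaccinated libraries, at 320 (71.0%) and 318 (70.5%), against 209 and 139 in the medium control libraries. At high concentration these numbers were 178 and 155 in vaccinated against 54 and 59 in control birds, and at low concentration 169 and 161 against 131 and 99. The most frequent set of calls at lower DMRs, 123 of them (17.5%, interval 14.8 to 20.5), was a peak in both high control libraries and in no other library, followed by 53 with a peak in all 12 libraries. With only peaks of a MACS score of at least 100, 57 lower DMRs (8.10%) had a peak in both high control libraries and in no other library. At higher DMRs the most frequent set, 50 of them (11.1%), was a peak in both medium vaccinated libraries only. The intervals cover counting error only, and the authors called the DMRs on the same reads, so these shares describe the DMRs and do not test them. From the clustering of the libraries by condition at the DMRs (Fig. 2B), the paper proposes that methylation at these regions could serve to predict the outcome of a bird.

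**Figure D2:**
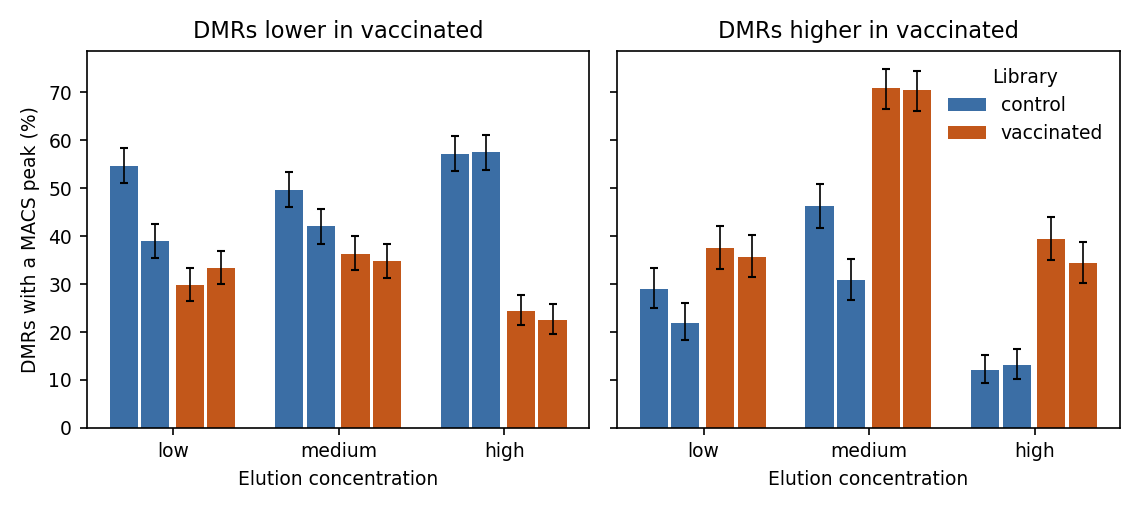
Percent of DMRs with a MACS peak in each of the 12 libraries, by elution concentration, for the 704 DMRs lower in vaccinated birds (left) and the 451 higher (right). Bars are single libraries with replicate 1 to the left of replicate 2, and error bars are 95% Wilson intervals. At lower DMRs the high control libraries reach 57.2% and 57.5%, and at higher DMRs the medium vaccinated libraries reach 71.0% and 70.5%.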

**Fig 2:**
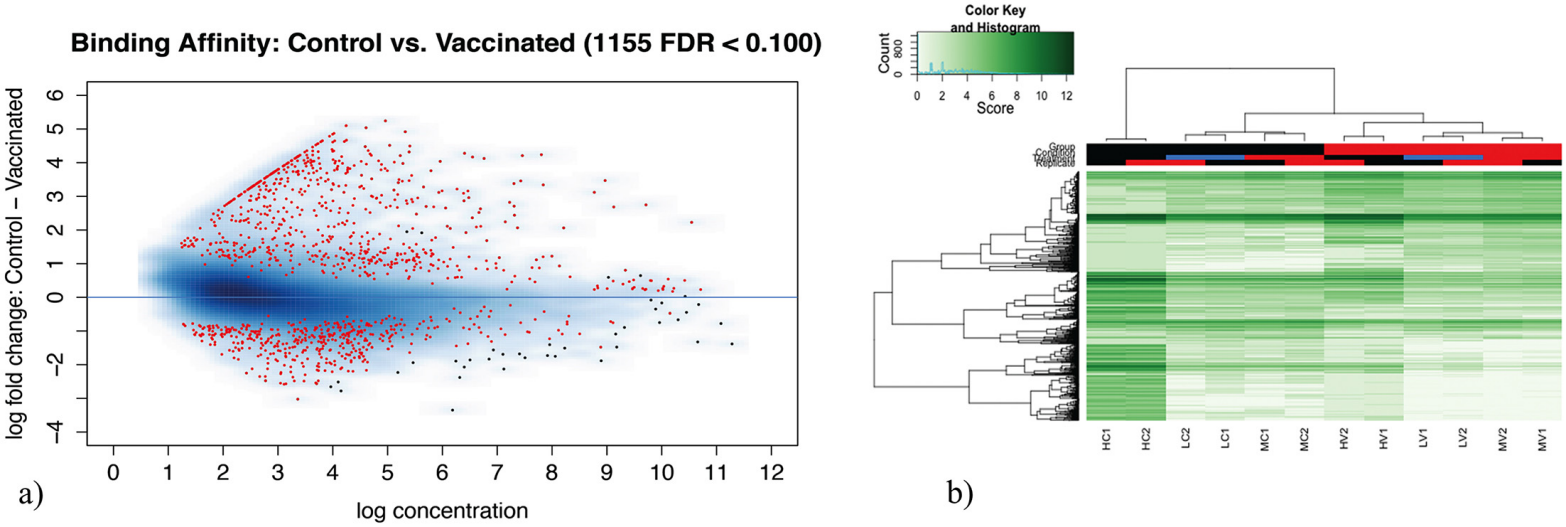
Differentially methylated regions visualization and cluster of samples considering their methylation levels a) The MA plot shows in red the differentially methylated regions obtained with a false discovery rate of < 0.1 b) Heat-map of samples demonstrates a perfect classification of the condition of the individuals based on methylation levels in the differentially methylated regions.

As for the distribution of the DMRs’ length, as shown in Fig 3a, we found the average was 1,215 with extreme values of 80 and 13,200 base pairs, respectively. 

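The lengths of the 1155 DMRs had a mean of 1215 bp and a median of 937 bp. The shortest DMR, of 80 bp, starts on chromosome 3 at 58704205, and its log2 fold for control minus vaccinated is 2.72 in the authors' deposited table (FDR 0.0565). The longest, of 13199 bp, lies on chromosome 1 from 1757571 to 1770768 upstream of an annotated gene, and was higher in vaccinated birds (log2 fold -0.72, FDR 1.41e-06 in the authors' deposited table). Lengths are the widths of the authors' deposited table, which count 1 base more than the merged regions span.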

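DMRs lower in vaccinated birds were shorter than those higher in vaccinated birds, with a median of 756.5 bp against 1319 bp (permutation test over DMRs, two-sided p = 2e-05, the smallest that 100000 resamples allow). Of the lower DMRs 67.0% were under 1000 bp, and of the higher DMRs 32.8%. The 123 lower DMRs called only in both high control libraries had a median of 317 bp, and the other 581 lower DMRs of 862 bp. The peaks themselves differed in length between libraries: the median peak was 126 to 315 bp in the low and high control libraries and in vaccinated 2 at low concentration, and 667 to 998 bp in the other 7 libraries. Over all DMRs, 620 (53.7%) were under 1000 bp and 24 (2.08%) over 4000 bp. Of those 24, 10 were lower and 14 higher in vaccinated birds.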

Approximately more than 55% of the DMRs were less than 1,000 bp and only one percent of the DMRs accounted for fragments longer than 4,000 bp. Fig 3b illustrates the number of DMRs per chromosome. 

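The unplaced sequence Un_random held 222 DMRs, of which 130 were lower and 92 higher in vaccinated birds, among its 6974 regions called in 2 or more libraries (3.18%). Chromosome 1 held 172 DMRs among 6903 such regions (2.49%), 122 lower and 50 higher. Chromosome 2 held 91 DMRs among 4615 regions (1.97%) and chromosome 3 held 68 among 3516 (1.93%). Against the regions called in 2 or more libraries that are not DMRs, Un_random was the only one of 49 sequences past an adjusted p of 0.05, with a log2 odds ratio of 0.48 (Fisher's exact test, Benjamini-Hochberg adjusted p = 0.00102). Chromosome 1 had a log2 odds ratio of 0.04 (adjusted p = 1). The excess on Un_random was not present when the length of the regions served as the background (log2 odds ratio -0.11, adjusted p = 0.885), and it turned round with only peaks of a MACS score of at least 100 (-0.73, adjusted p = 5.18e-10).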

Due to the large number of unassigned locations in the chicken genome, the random chromosome accounted for 222 regions, followed by chromosome one with 172 DMRs. Chromosomes 16, 22 and 25 had the lowest numbers of DMRs with values of 5, 5 and 6, correspondingly.

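Chromosome 16, which carries the major histocompatibility complex of the chicken, held its 5 DMRs among 65 regions called in 2 or more libraries (7.69%), against 241 such regions on chromosome 22 (2.07%) and 221 on chromosome 25 (2.71%). On chromosome 16, 3 DMRs were lower and 2 higher in vaccinated birds, on chromosome 22 4 and 1, and on chromosome 25 3 and 3. Chromosome 16 had a log2 odds ratio of 1.74 against the other regions (Fisher's exact test, p = 0.0210, adjusted p = 0.224 over 49 sequences). Chromosome W held 31 regions called in 2 or more libraries and no DMR.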

**Fig 3:**
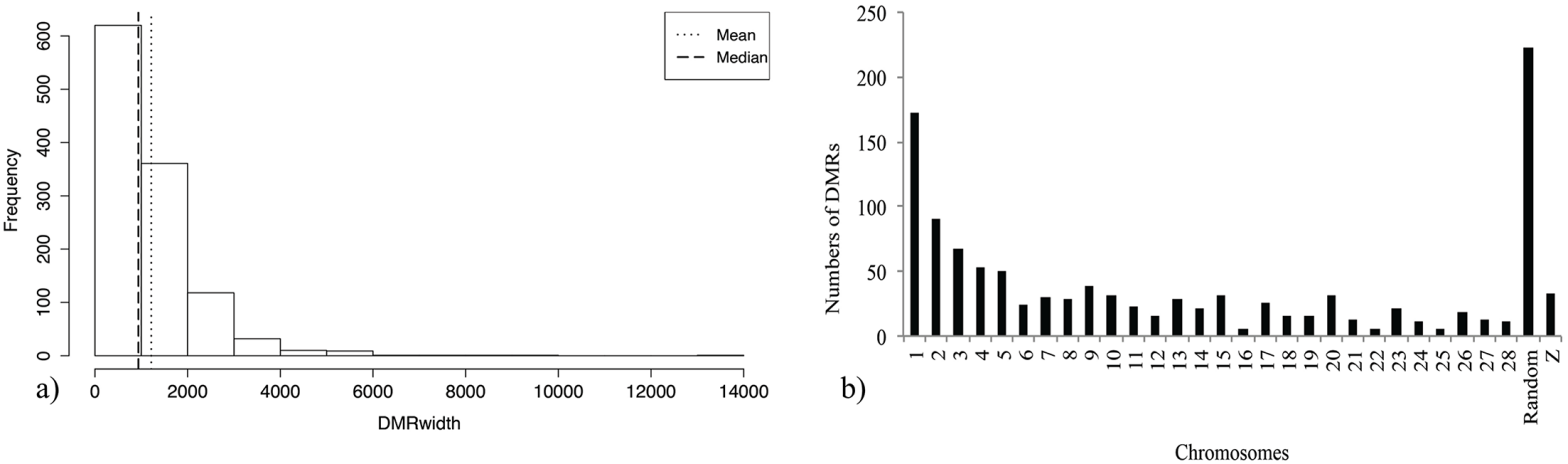
Length and chromosomal location frequencies of the DMRs a) DMRs' length density. The abscissa represents the extent of the DMRs in base pairs. The dashed and dotted lines correspond for the median and mean respectively b) Distribution of the Differentially Methylated Regions per chromosome without normalization (ignoring chromosome length).

The binding affinity between conditions was shown in the Fig 4a. We found that global DNA methylation decreased in vaccinated individuals. 

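Over the 1155 DMRs, the mean log2 concentration in the authors' deposited table was 4.13 in control and 3.18 in vaccinated birds, a difference of 0.94 (permutation test over DMRs, two-sided p = 1e-05, the smallest that 100000 sign changes allow). At the DMRs lower in vaccinated birds the means in the authors' deposited table were 4.82 in control and 2.47 in vaccinated birds, and at the higher ones 3.05 and 4.30. The unit of this test is the DMR and not the bird, and the DMRs were selected for a difference. Regions called in both birds of 1 treatment and in neither bird of the other do not rest on the DMR test. Their number does depend on how many peaks each library holds and how long those are. At high concentration the median peak, averaged over the 2 birds, was 248 bp in control and 854 bp in vaccinated birds. In the peak lists the regions numbered 1636 for control and 2238 for vaccinated birds at low concentration (log2 ratio -0.45). They numbered 1059 and 2323 at medium (-1.13), and 1227 and 3278 at high concentration (-1.42). When the same libraries were split so that each side held a control and a vaccinated bird, the log2 ratios were 1.17 and 0.75 at low, 1.33 and 1.16 at medium, and 0.46 and -1.10 at high concentration, and with 3 splits no p under 0.33 is possible.

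**Figure D3:**
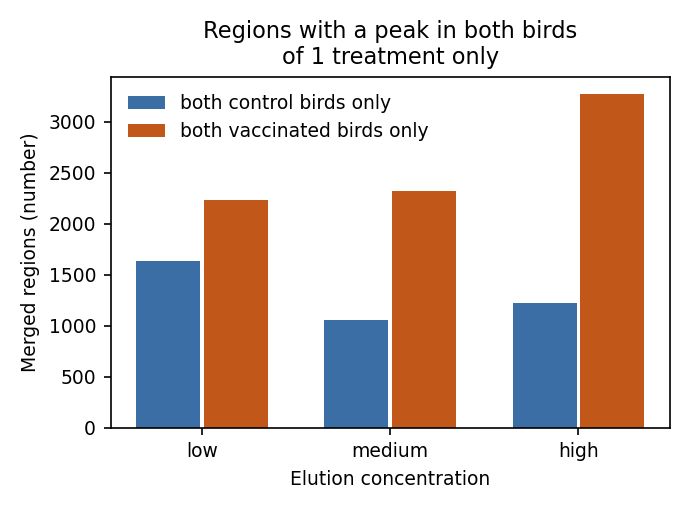
Number of merged regions with a peak in both birds of 1 treatment and in neither bird of the other treatment, by elution concentration; each bar is a count over 4 libraries. At high concentration 1227 regions are exclusive to control and 3278 to vaccinated birds.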

The + sign marked the 451 sites with increased affinity in the vaccinated group and the—sign for the 704 regions that also augmented its binding, but in the control cluster. The gray and white boxes corresponded to control and vaccinated within + or—groups, correspondingly. To test whether the distribution of the values was significantly different among them, a two-sided Wilcoxon-Mann-Whitney test was applied. From the Table 3, all were significant different (p<0.05), excepting (Control.DB+ versus Vacc.DB).

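The medians of the log2 concentration over all DMRs were 3.85 in control and 3.16 in vaccinated birds in the authors' deposited table. Of the 15 comparisons among the sets of values, 14 had a p under 0.05 in the Wilcoxon-Mann-Whitney test. The exception set vaccinated birds at all DMRs (n = 1155) against control birds at the DMRs higher in vaccinated birds (n = 451, p = 0.283). Control against vaccinated birds gave p = 2.30e-26 over all DMRs (n = 1155), p = 7.41e-38 over the DMRs higher in vaccinated birds (n = 451) and p = 3.35e-90 over the lower ones (n = 704). The values compared are DMRs, and each set of values is the authors' mean over the libraries of a treatment. The DMRs were selected for a difference and sorted into higher and lower by its sign. The p-values by direction therefore follow from that sorting and test nothing further. Some of the 15 comparisons also set all DMRs against a part of them, and the test takes the values of a DMR as independent.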

**Fig 4:**
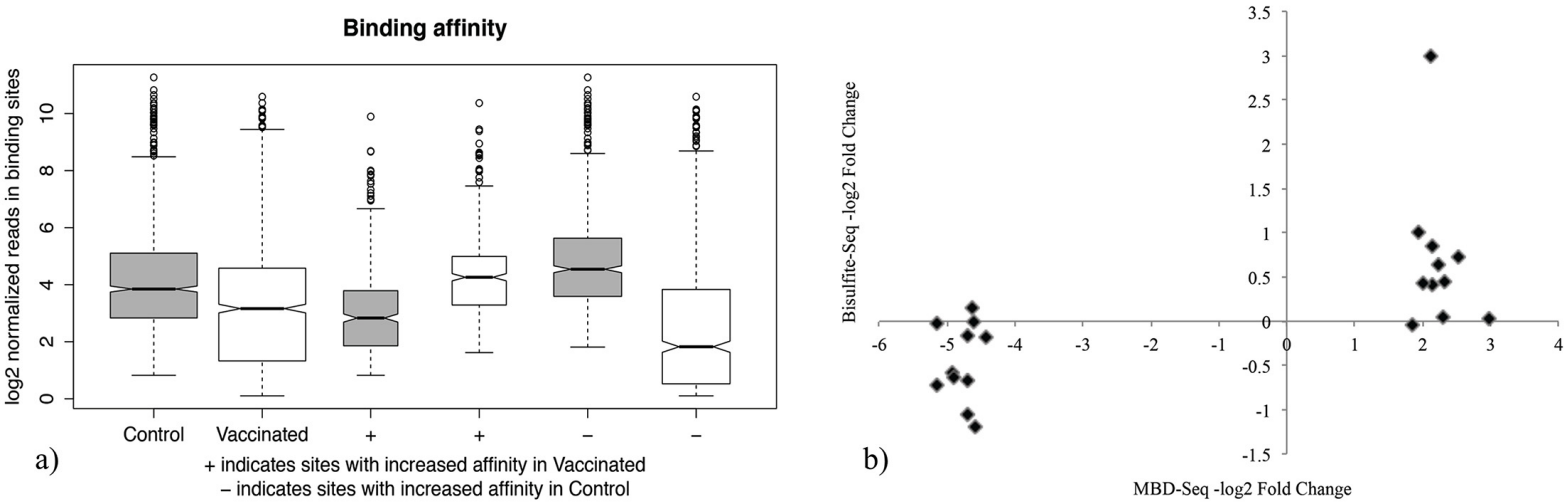
Binding sites reads counts and comparison of bisulfite sequencing and MBD-Seq approaches a) Normalized reads in binding sites per condition. The first two boxplots represent the overall methylation level in the control and vaccinated groups. The boxplots marked with the + and - signs correspond to the DMRs with enriched methylation levels in the vaccinated and control clusters, accordingly b) DNA methylation levels expressed in -log2 fold change from bisulfite sequencing (y-axis) and MBD-Seq (x-axis) methods.

**Table 3:** Wilcoxon-Mann-Whiney test for the differentially methylated regions.

	Cont.DB	Vacc.DB	ContDB+	Vacc.DB+	Cont.DB-	Vacc.DB-
Cont.DB	1	1.06e-43	1.47e-29	3.13e-03	4.49e-17	1.46e-67
Vacc.DB	1.06e-43	1	2.83e-01	1.33e-25	2.15e-57	6.93e-15
Cont.DB+	1.47e-29	2.83e-01	1	1.28e-75	3.50e-65	7.40e-14
Vacc.DB+	3.13e-03	1.33e-25	1.28e-75	1	3.54e-06	3.17e-56
Cont.DB-	4.49e-17	2.15e-57	3.50e-65	3.54e-06	1	6.39e-117
Vacc.DB-	1.46e-67	6.93e-15	7.40e-14	3.17e-56	6.39e-117	1

In order to assess the reliability and accuracy of MBD-seq in DMRs detection, 36 DMRs were arbitrarily selected for validation. At least 10 colonies were cultured and then sequenced from each group. Twenty-two of those 36 DMRs (61%) had been sequenced. The calculated methylation levels are shown in the Fig 4b. We found that methylation levels of 19 of these 22 DMRs (86.4%) agreed with the directionality of the change revealed by MBD-seq, although only 36.8% of DMRs had significant differences (p< 0.01), detected by bisulfite sequencing. This technic employs only a segment of the DMR to perform the validation, thus the orientation of the change is more descriptive than the magnitude of methylation differences. For example, the methylation level of ILTV group was extremely higher than the control group for the MBD22 region (FDR = 0.016), employing the MBD-Seq method. In this case, the MBD-Seq result was accurate validated by the bisulfite sequencing approach (Fig 5).

**Fig 5:**
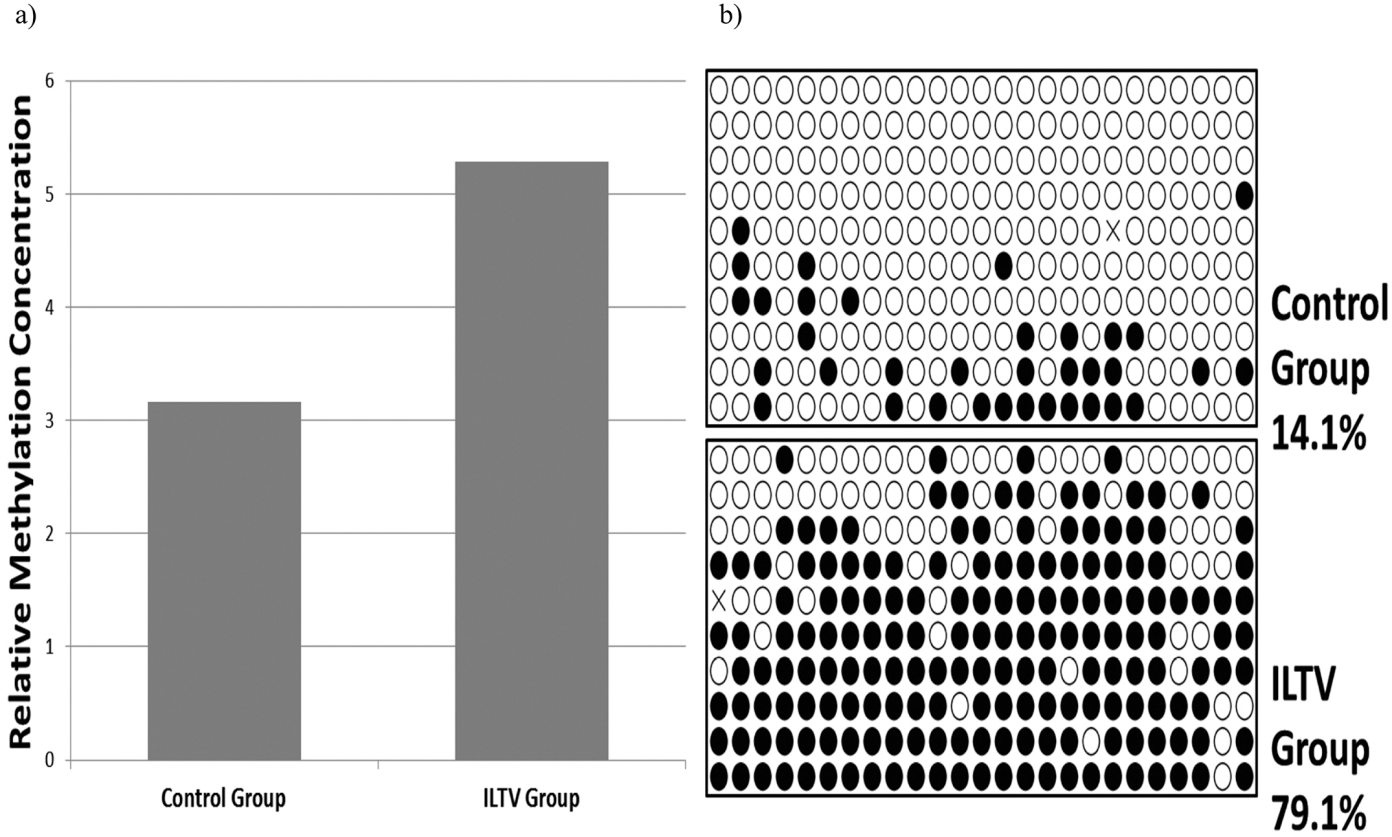
Bisulfite sequencing validation of MBD-Seq result (e.g., MBD22 region) a) Methylation concentration levels from MBD-seq b) Bisulfite sequencing results. Each line represents a plasmid sequence and each dot indicates a CpG site. An open circle indicates an unmethylated CpGs and a black dot methylated CpGs. The double-cross shape was the mutation. The methylation level was calculated as the number of methylated CpG sites divided by the total detected CpGs (mutation excluded).

The DMR annotation was subsequently performed (S3 Table). 

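At CD74, whose product is the invariant chain that accompanies class II major histocompatibility molecules, the DMR starts 824 bp into the gene. At B2M, the light chain of class I molecules, the DMRs start 11 and 2213 bp from the transcription start site (TSS) in the authors' deposited table. Of all 1155 DMRs, 632 (54.7%, 95% Wilson interval 51.8 to 57.6) had the nearest TSS within 10000 bp in the authors' deposited table. The share was 55.1% for the DMRs lower in vaccinated birds (388 of 704) and 54.1% for the higher ones (244 of 451), with no detectable difference (log2 odds ratio 0.06, Fisher's exact test, p = 0.762). Within 5000 bp of the TSS lay 40.4% of the DMRs, and within 20000 bp 70.2%.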

The distribution of DMRs’ distances to the closest Transcription Start Site (TSS) can be seen in the Fig 6a, demonstrating that approximately 60% of the DMRs are located within a range of 10,000 bp from the TSS. Moreover, DMRs location related to genes and CpG islands are summarized in the Fig 6b. 

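By the nearest gene in the authors' deposited table, 315 DMRs (27.3%) lay inside the gene, 436 (37.7%) upstream and 263 (22.8%) downstream of it. DMRs lower in vaccinated birds lay inside genes more often than higher ones, 30.1% against 22.8% (log2 odds ratio 0.54, Fisher's exact test, adjusted p = 0.0204 over 6 classes). The higher ones lay upstream more often, 43.9% against 33.8% (log2 odds ratio -0.62 for lower against higher, adjusted p = 0.00372). The authors' deposited table also lists genes that a DMR overlaps beside the nearest. When the overlapped gene took the place of the nearest, 483 DMRs (41.8%) lay inside a gene, 324 (28.1%) upstream and 200 (17.3%) downstream. Without the DMRs called only in both high control libraries, neither difference passed 0.05 (log2 odds ratio 0.37, adjusted p = 0.253 inside genes, and -0.48, adjusted p = 0.0610 upstream).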

We found that almost half of the DMRs are contained within genes and a quart in regions upstream the TSS; fragments located behind the end of the genes account for 16%. Because the chicken genome is well annotated and considers small genes, 30 of these reside within DMRs (includeFeature). 

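37 DMRs contained the whole nearest gene in the authors' deposited table, 22 of them lower and 15 higher in vaccinated birds (3.13% and 3.33%; log2 odds ratio -0.09, Fisher's exact test, p = 0.865). They include the DMR around ENSGALG00000025638 on chromosome 1, and the DMR on chromosome 9 that has the smallest FDR among the higher ones. When an overlapped gene took the place of the nearest, 24 DMRs contained a whole gene.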

Regarding CpG islands, as shown in the Fig 6b, the situation is different, 76% are outside the GpG island boundaries and 12% of the annotated CpG islands are included in the DMRs. Because CpG islands are normally unmethylated and have been found inside or near approximately 40% of mammalian promoter regions, i.e., most of DMRs are located upstream and downstream of CpG islands.

**Fig 6:**
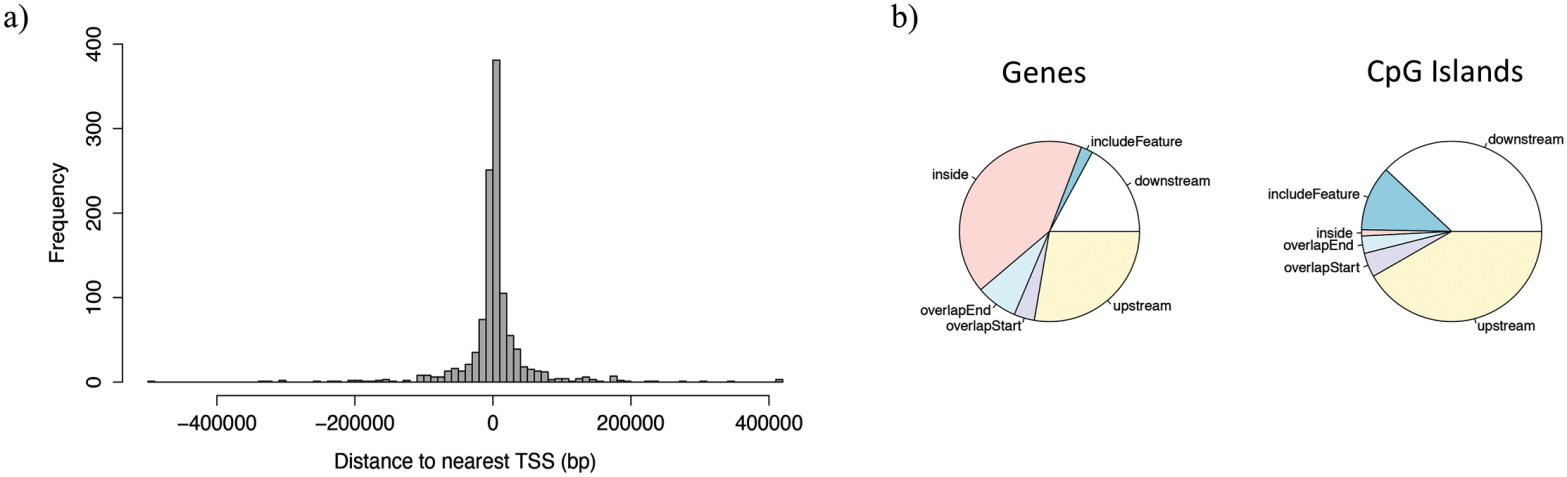
Frequency of DMRs’ distances to closest Transcription Start Site and DMRs location distribution regarding genes and CpG islands. a) The distance from the transcription start site is represented in base pairs from the 0 in the x-axis b) The labels in both pies represent: inside, DMR contained within the feature; include feature, the genomic feature is entirely included in the DMR; overlap start, the DMR extend over the start site of the feature; overlap end, the ending site of the feature overlaps with the DMR; downstream, DMR locates downstream the feature; upstream, the DMR aligns upstream the genomic feature.

There is evidence that some promoters can initiate transcription in both directions, affecting the expression of more than one protein coding gene [22]. For this reason, we explored the differentially methylated regions to identified genes with bi-directional promoters, using 5,000 bp as the parameter for maximum distance. 

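DMRs lower in vaccinated birds lay in bidirectional promoters more often than the higher ones. In the authors' deposited table 127 of the 704 lower DMRs (18.0%) and 38 of the 451 higher DMRs (8.43%) did so (log2 odds ratio 1.26, Fisher's exact test, p = 4.12e-06). These 165 DMRs (14.3%, 95% Wilson interval 12.4 to 16.4) stood beside 277 genes in 330 pairs of a DMR and a gene. Leaving out the random chromosomes gave 124 lower (21.6%) and 29 higher (8.08%). The comparison was not run without the DMRs called only in both high control libraries. Fisher's test here takes neighbouring DMRs as independent.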

From the 1,155 identified DMRs, 165 are located within bi-directional promoters, accounting for 14.2% of the total. The list of peaks associated with bi-directional promoters is provided (S4 Table).

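The authors' deposited table annotates the 1155 DMRs to 1182 Ensembl genes, 741 with a DMR lower in vaccinated birds and 473 with a higher one. 32 genes had DMRs of both directions. The nearest gene alone gave 1011 genes, and 631 DMRs (54.6%) overlapped a gene. None of the 1182 identifiers could be paired with a symbol by the tables used here, so groups of genes are not analysed by name.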

Using the genes identified from the annotated peaks, gene ontology enrichments and Ingenuity Pathway Analysis (IPA) were performed. The resultant top-notch networks were: a) Cancer, hematological disease, RNA pot-transcriptional modification; b) Hematological system development and function, humoral immune response, cellular assembly and organization; c) Hematological disease, immunological disease, inflammatory disease; d) Protein synthesis, cancer, hematological disease; e) Molecular transport, protein trafficking, cell cycle. Regarding molecular and cellular functions, the distinguished were: a) Cellular growth and proliferation; b) Cell death and survival; c) Cellular assembly and organization; d) Cellular function and maintenance; e) Cellular development. The top canonical pathways with its correspondent p-value and ratio are summarized in the Table 4. According to the p-value, the most significant ones are for EIF2 Signaling and regulation of eIF4 and p70S6K signaling pathways. PI3K Signaling in B Lymphocytes shows the highest p-value among the top five canonical functional pathways.

**Table 4:** Canonical Pathways identified using IPA analysis.

Pathway Name	p-value	Ratio	(%)
EIF2 Signaling	1.57e-28	46/201	22.9
Regulation of eIF4 and p70S6K Signaling	1.08e-08	21/175	12
Axonal Guidance Signaling	9.1e-07	34/483	7
mTOR Signaling	9.57e-07	21/213	9.9
PI3K Signaling in B Lymphocytes	3.92e-06	16/143	11.2

To explore the relationship between DNA methylation and gene transcription, comparison between differentially expressed genes—RNA-Seq analysis—from a previous study [23] and DMR annotated genes, was carried out. We detected 22 common entities from an original list of 173 genes with divergent gene expression. As shown in the Fig 7a, the relationship of expression levels for these genes in vaccinated and control birds was found. Notably, 21 of the 22 common genes were upregulated in the vaccinated group. However, to further explore the relationship between methylation level in promoters and gene expression, we identified the peaks that overlap with promoters (± 5 kb from the TSS), and plotted gene expression against methylation level. From the Fig 7b, we found 17 of those 18 genes had high methylation with low gene expression in the control group, meaning that these genes were up regulated in the vaccinated birds. 

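CD74 and B2M, which act in antigen presentation, had lower methylation in vaccinated birds in the authors' deposited table. The DMR of CD74 (ENSGALG00000004594) lies on chromosome 13 from 13226615 to 13229564, with a log2 concentration of 8.70 in control and 5.36 in vaccinated birds in the authors' deposited table (FDR 1.42e-07). It was called in all 6 control libraries and in 4 vaccinated libraries. The DMRs of B2M (ENSGALG00000002160) lie on chromosome 10. The one from 702018 to 703081, over the end of the gene, has 6.04 and 2.02 in the authors' deposited table (FDR 8.33e-22) and was called in 4 control libraries and in no vaccinated library. The one from 699816 to 700751, inside the gene, has 5.97 and 3.30 (FDR 2.48e-15 in the authors' deposited table) and was called in all 6 control libraries and in both high vaccinated libraries. The 9 genes that the paper names by Ensembl identifier in its comparison with expression have 13 distinct DMRs in the authors' deposited table. All 13 were lower in vaccinated birds, against 61.0% of all 1155 DMRs. Their log2 folds ran from 1.37 to 4.20, with a median of 3.04. They are not 13 separate loci, since 5 of them are the DMRs of ENSGALG00000021139. Of these 13, 11 had a peak in both high control libraries, 4 in both high vaccinated libraries, and 5 in no vaccinated library. 7 of the 13 start within 5000 bp of the TSS of a named gene. The expression values are not analysed here.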

*ENSGALG00000006591* was the only gene that decreased its expression concurrently with methylation in the vaccinated birds (Fig 7b). 

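The DMR of ENSGALG00000006591 lies on chromosome 5 from 15196401 to 15197542, over the end of the gene, which runs from 15196413 to 15200769. Its log2 concentration was 3.14 in control and 0.10 in vaccinated birds in the authors' deposited table (log2 fold 3.04, FDR 0.0421). The value for vaccinated birds is the lowest of that table, while peaks overlapped the region in 3 control libraries and also in 3 vaccinated libraries, 1 at low and 2 at medium concentration. The region starts 4369 bp from the TSS.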

Some genes presented more than one annotated DMR, i.e., gene *ENSGALG00000021139* contained the maximum number of DMRs, allocating four in its body and the fifth overlapping the end of the gene. 

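The 5 DMRs of ENSGALG00000021139 (LV1L2, an immunoglobulin lambda chain V region gene in the paper) lie on chromosome 15 between 8171624 and 8187765, and all 5 were lower in vaccinated birds in the authors' deposited table, with log2 folds from 1.37 to 3.46. The DMR over the end of the gene, from 8171624 to 8172879, had the largest fold (FDR 1.58e-09 in the authors' deposited table) and was called in 6 control and 4 vaccinated libraries. Inside the gene, the DMRs from 8181798 to 8182213, from 8184972 to 8185412 and from 8187250 to 8187765 were called in both high control libraries and in no vaccinated library, with log2 folds of 2.20, 2.73 and 2.27 in the authors' deposited table (FDR 0.0402, 0.0136 and 0.00544). The fifth, from 8176012 to 8177258, was called in 2 control and 2 vaccinated libraries and had the smallest fold (FDR 0.0354 in the authors' deposited table). A sixth DMR lies just beyond the gene from 8190669 to 8191219 (log2 fold 1.82, FDR 0.0577 in the authors' deposited table). Over the locus, the high control libraries held 10 and 7 peaks and the high vaccinated libraries 2 and 1.

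**Figure D4:**
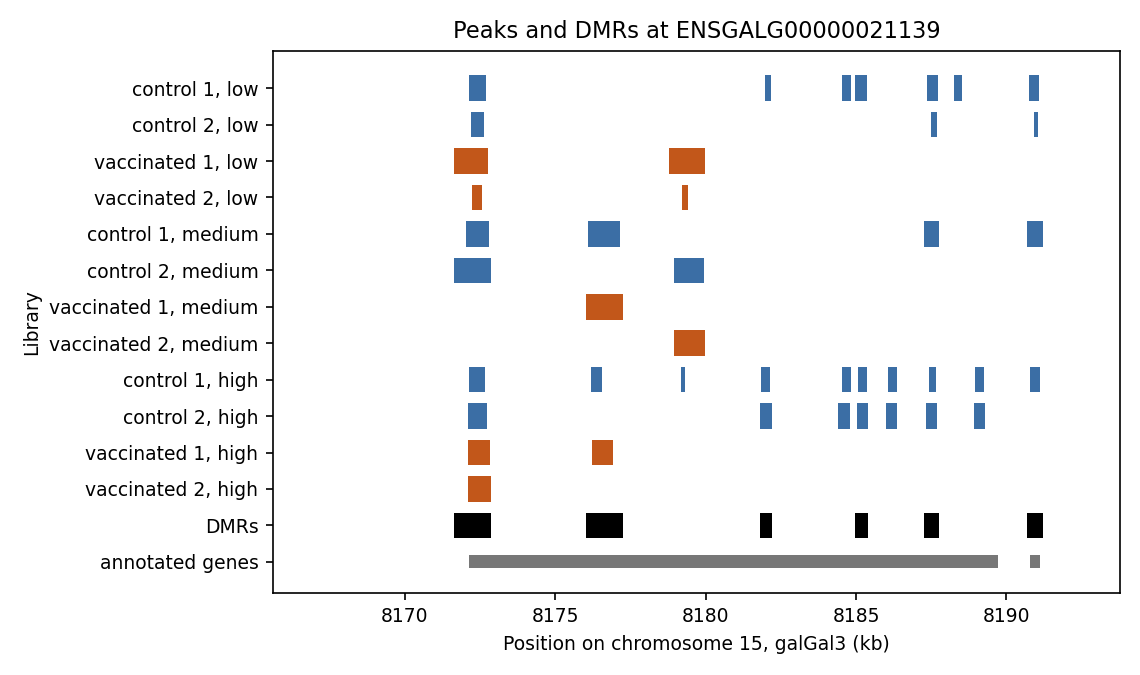
Map of chromosome 15 (galGal3, in kb) around ENSGALG00000021139 with the MACS peaks of the 12 libraries, the 6 DMRs and the annotated genes, which overlap one another. Each coloured block is 1 peak, blue in control and orange in vaccinated birds; the high control libraries hold 10 and 7 peaks and the high vaccinated libraries 2 and 1.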

For *ENSGALG00000002160*, *ENSGALG00000005941*, *ENSGALG00000009594*, *ENSGALG00000022847* and *ENSGALG00000023372* two DMRs were identified. 

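At ENSGALG00000022847 on chromosome 1, the second DMR runs from 104483069 to 104484883, with a log2 concentration of 9.92 in control and 7.23 in vaccinated birds in the authors' deposited table (FDR 2.27e-36), and was called in 10 libraries. At ENSGALG00000009594 on chromosome 9, the DMR from 24002267 to 24002558 has a log2 concentration of 4.31 in control birds and the table's lowest value in vaccinated birds (FDR 3.63e-07 in the authors' deposited table) and was called in both high control libraries only. Its other DMR, from 24002820 to 24003937, has a log2 fold of 3.64 in the authors' deposited table (FDR 0.00571) and was called in 5 control and 2 vaccinated libraries. Both DMRs of ENSGALG00000005941 lie within the span of ENSGALG00000021139, and both of ENSGALG00000023372 lie upstream of it in the authors' deposited table, at distances of -7597 and -3209 bp from the TSS.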

The rest of the genes have unique DMRs. In contrast, some of the regions with distinct methylation levels affect not only a single gene promoter region, e.g., *ENSGALG00000005919*, *ENSGALG00000005941* and *ENSGALG00000021139* share the same DMR. 

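The region shared by ENSGALG00000005919, ENSGALG00000005941 and ENSGALG00000021139 is the DMR that starts at 8187250 on chromosome 15. In the authors' deposited table it lies downstream of the first gene (8188983 to 8189562), over the end of the second (8184155 to 8187660) and inside the third (8172121 to 8189728). Its log2 concentration in the authors' deposited table was 4.99 in control and 2.71 in vaccinated birds. Peaks overlapped it in both low, both high and 1 medium control library, and in none of the 6 vaccinated libraries. The DMR that starts at 8171624 is likewise annotated to both ENSGALG00000021139 and ENSGALG00000023372.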

For this regard, we only identified 19 unique DMRs, corresponding to the 18 previous reported differentially expressed genes.

**Fig 7:**
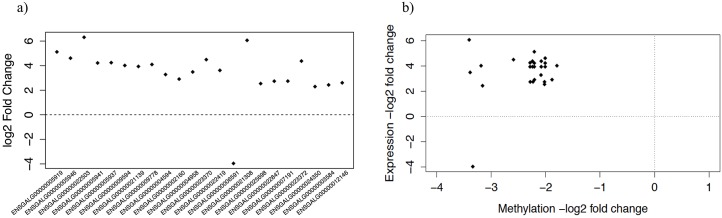
Gene expression of commonly detected genes and expression-methylation relationship. a) Relative gene expression of twenty-two common genes detected by both methods (Annotation of the Differentially Methylated Regions and RNA-Seq analysis) in vaccinated against control birds b) Gene expression and methylation level of its correspondent peaks. The points that perfectly align to the ordinates, are different genes assigned to a singular DMR. Observations with the same gene expression value but diverse methylation levels correspond to several DMRs contained within a gene.

## Discussion

Today, DNA methylation is one of the best-recognized epigenetic marks, which are mostly associated with heterochromatin and repressive state of gene [24]. Thus, the identifications of epigenetics marks are of important values on developmental, growth and disease diagnose. So far, there have been several methods applied to DNA methylation analysis [25]. Among them, MBD-Seq constitutes a good alternative for detection of DNA methylation in genome wide studies [21]. The method is cost-effective and not affected by the specificity of antibodies, because it relies in affinity of the protein MBD2. Particularly, MBD-Seq employs different salt concentrations to elute the fragments regarding their methylation density. However, the optimum number of salt cuts depends on the experiment requirement. In the present, three concentrations were enough to cover most of the methylated regions. MBD-Seq requires similar sequencing depth as MeDIP to detect around 70–80% of the CpGs in the human genome [26]. Currently, bisulfite conversion methods (i.e.: MethylC-Seq) are the gold standard for methylation detection but the cost and demanded labor still prohibits its massive use for genome wide screenings [27, 28]. In the ILTV infection, the 1,155 detected DMRs characterize the difference in DNA methylation patterns between control and vaccinated birds. We know that many physiological changes occur after an organism is exposed to an antigen; however, the role of DNA methylation in the complex mechanisms of immunological response is not well understood. Owing to three levels of salts used in the MBD-Seq analysis, the different salt concentration varies binding affinity related to CpG islands density. As expected, high concentration elutes have the less number of detected peaks. This finding agrees with the fact that only few genomic regions presents high CpGs frequency [29]. The numbers of peaks within each concentration were considerable homogeneous, demonstrating the consistency of the applied peak calling method.

As we know, DNA methylation has an main role in cancer and other pathologies [30]. It is also recognized that methylation of promoters leads to inactivation of tumor repressor genes in different cancer types [31]. However, global hypomethylation promotes genomic instability, producing aberrant cell transformations observed in cancer [32, 33]. In this research, we found that DNA methylation globally decreased in vaccinated birds. The data coincided with early reports in Marek’s Disease and suggests that for individuals to be capable to respond to an antigen inoculation, genes involved in the immunological response should be activated [34, 35]. Nevertheless, in order for this to happen repressive marks as DNA methylation must be removed. Although this occurred in most of the DMRs, 451 regions presented an increment in DNA methylation. These regions can be related to the genes that actively repress the immune machinery under normal conditions, but are silenced to release the immune response in other circumstances. Notably, identified DMRs were in average 1,215 bp long. However almost 60% were shorter than 1,000 bp and only 1% could reach 4,000 bp or more (Fig 3a). This suggests that methylation in relatively small fragments of DNA is sufficient to regulate gene activity and ultimately influence biological functions. Visualization of the DMRs’ chromosomic distribution shows that the largest number of DMRs was assigned to unspecific locations in the random chromosome. Chromosome 1 allocated the second larger number with 172 divergent methylation fragments, and chromosomes 16 and 22 with no more than 5 DMRs (Fig 3b). Although the DMR numbers are not normalized regarding chromosome length, we can see the bigger chromosomes contain the more numbers of DMRs.

Promoter are normally localized close to their respective gene, extending from 100 to 1000 bp [36]. Also, evidence showed that gene promoters display chromosome-specificity and reveal chromosome territories [37]. Accordingly, we analyzed the distance of the DMR to the TSS of the closest gene, considering the transcription direction. We found most of the DMRs surrounded the TSS within 10 kb. The second largest group allocating almost 250 DMRs are upstream the TSS, confirming previous findings [38, 39]. Interestingly, bidirectional promoters can trigger transcription in both directions. Moreover, non-coding transcription at promoters can influence protein-coding genes, suggesting a new level mechanisms of regulation [22]. In the present we detected 165 genes that are located closely to bidirectional promoters. Further studies should be performed to analyze the relationship between them and their products, to determine whether they display co-regulation or not, and to reveal more details about transcription regulation in this specific case. Almost 50% of the DMRs reside inside genes, the second largest group is “upstream” followed by the “downstream”. The chicken genome is well annotated comparing to other agricultural species, thus small genes as microRNA are included in the annotation [40]. Some of these small RNAs are totally contained in the DMRs. The components of this group could constitute another layer of gene regulation, the post-transcriptional regulation mediated by microRNAs.

Although vertebrate genomes normally show depletion in CG sites, many regions allocate CpG islands [41]. Portions of the genome, that range from 300 to 3000 bp with a high content of G+C and high frequency—more than expected by chance—of CpG dinucleotides are defined as CpG islands. Usually they contain at least 200 bp and a GC content more than 50% and an observed-to-expected CpG ratio exceeding 60% [42]. CpG islands were associated with the 5’ end of all housekeeping genes and many tissue-specific genes, and some 3’ end of tissue-specific genes [41]. Small number of genes has both 5’ and 3’ CpG islands, distant by several kilo bases of DNA depleted in CpG dinucleotides [43]. Methylated cytosine tend to transform into thymine thus CpG sites are rare in vertebrates; this explains why CpG islands turn to be most of the time unmethylated. In case methylation occurs, it happens in CpG island shores rather than the islands themselves [21]. Methylation of CpGs in promoters’ CpG islands has been associated with a repressive gene expression.

Interestingly, in functional analysis cancer related pathways appeared in the first four top networks, although ILT lacks tumors compared to Marek’s disease, suggesting that genes affected by DNA methylation suffer aberrant cell regulation with oncogenic outcomes. Other networks based on the score are relevant to RNA post-transcriptional modification, humoral immune response, cellular assembly and organization, immunological and inflammatory diseases, protein synthesis, molecular transport and cell cycle. Most of them also associate with the immunological response after vaccination. Notably, among the canonical pathway analysis, the most significant was eukaryotic translation initiation factor 2 (EIF2) signaling. Protein synthesis requires various translation factors to initiate the process [44]. EIF2 is a GTP-binding protein that accompanies the initiation of met-tRNA onto the ribosome and participates in the recognition of the translational start site. Different stimuli can influence EIF2, which finally modulate mRNA translation. Phosphorylation of EIF2-a terminates global translation and causes apoptosis. The next significant pathways are regulation of EIF4 and p70S6 Signaling. Since the recruitment of mRNA to the ribosomes is modulated by EIF4, several stimuli, such as cytokines and growth factors PI3K, PDK1, AKT and mTOR, control EIF4 and p70S6K by phosphorylation cascades [45]. Due to mTOR producing phosphorylation in many different targets they are related to initiation of protein synthesis and reduction of protein translation [46]. Most importantly, mTOR centrally modulates proliferative signal transduction, it was nominated as the ideal target for cancer treatment [47].

As we know, cell migration is critical and occurs during immunological response after vaccination, especially for ILT. In terms of functions of Ephrin B signaling and Phosphoinositide-3-Kinases (PI3K) both modulate several processes such as cell growth, survival, differentiation, metabolism and migration. Therefore, disruption of the PI3K signaling in the immune system could cause immunodeficiency whereas unrestricting signals produces leukemia or autoimmune diseases [48]. Considering all pathways discussed above, the results suggests that a more exhaustive analysis of the components is necessary for control of ILT infection.

In a combinational analysis between transcriptome from RNA-Seq and the DMR regions, we identified some immune-related genes, such *CD74* (*ENSGALG00000004594)*, *B2M* (ENSGALG00000002160) and *LV1L2*, (ENSGALG00000021139). Among them, *CD74* encoded a MHC II protein acting as a chaperone modulating antigen presentation and serving as a receptor in the cell surface for the cytokine macrophage migration inhibitory factor (MIF) [49]. Interestingly, B2M (Beta 2 Microglobulin), codes for a protein founded in the serum associated with the MHC I heavy chain [50]. B2M mutation causes hypercatabolic hypoproteinemia while the protein coded by *GGA*.*47846* interacts selectively with protein complex to counteract the effect of the antigen [51]. Similar to *GGA*.*47846*, gene Immunoglobulin lambda chain V-1 region-like 2 *(LV1L2*) also participates in the immune response. Gene *5_8S_rRNA* encodes a noncoding RNA found in the ribosome that participates in protein synthesis [52]. Definitely, a lot of questions remain unexplainable regarding the role of DNA methylation during the immune response after vaccination. However, the goal of this study was to describe the different DNA methylation profiles between these two conditions.

In summary, we reported the first methylome profile related to vaccination in ILTV infection in birds. We found the global DNA methylation was decreased in vaccinated birds. In the identified 1,155 DMRs, we found 451 hypermethylated and 704 hypomethylated DMRs in vaccination experiment, respectively. After annotation, the identified biological pathways were mostly involved in the immune response post vaccination. Meanwhile, we also explored the relationship between DNA methylation and gene expression. The present study constitutes a first detailed DNA methylome profile in immunized chicken with ILT (CEO) vaccine, which open opportunities for novel targets in prophylaxis and further provide new insights for future studies regarding the role of epigenomic marks during immunological response.

## Material and Methods

All chickens were obtained from Charles River Laboratories. They consist in ten, 15 day-old White Leghorn chickens that were randomly assigned to groups of five birds each. After 6 days, the control group received only sterile vaccine diluent (50 μl per nostril and 50 μl per eye, for a total dose of 200 μl per animal) and then allocated in a separated animal room. Later, the vaccine was prepared following the manufacturer’s recommendations and the vaccination was performed in the second group. The procedure was the same as for the control group, excepting for the viral load (3.3 x 10^3^ pfu). The vaccinated birds were placed in an animal isolator in another suite.

### Ethics Statement

All animal experiments were conducted following NIH guidelines for housing and care of laboratory animals and in accordance with The University of Maryland at College Park (UMCP) regulations after review and approval by the UMCP Institutional Animal Care and Use Committee (permit number R-08-62).

### Vaccine Description

We used the modified live chicken-embryo origin vaccine, Trachivax and prepared the vaccine solution according to the manufacturer’s instructions for ocular administration [53]. The vaccine was titrated in kidney cells obtained from 20-day-old pathogen free chicken embryos. Dilutions of the vaccine ranged from 10^–1^ to 10^–5^. Four replications for each dilution were inoculated into 12-well plates with 100% chicken-embryo kidney cell confluence for 1 hour. Immediately, cells were washed with sterile phosphate buffered solution (PBS) and covered with 0.8% methylcellulose in MEM D-Valine media (Promo Cell, C-75100), containing 2% fetal bovine serum (HyClone Laboratories, SH30071), 1% sodium pyruvate (Invitrogen, 11360070) and 1% L-glutamine (Sigma-Aldrich, G7029). After 96 hours of incubation at 37°C plaque forming units were counted for viral quantification.

### Symptoms and Clinical Scoring

Birds were monitored daily, starting the day of inoculation. Any observed abnormality was accurately recorded and the chickens were classified according to the following criteria: 0 (normal), 1 (mild eye inflammation), 2 (oculo-nasal discharge), 3 (coughing and sneezing) and 4 (expectoration of bloody mucous or respiratory distress)

### Sample Collection

At 6-day post infection, all chickens were humanely euthanized following the IACUC guide. Immediately, thoracic cavities were accessed and the trachea carefully dissected. Employing sterile instruments for individual samples, each trachea was completely incised longitudinally and the mucosa exposed. Finally, the tracheal mucosa was scraped from the larynx to the syrinx using a sterile disposable scalpel. Samples were placed in individual identified tubes filled with RNA later solution (QIAGEN, 76106) at -80°C for DNA or RNA extraction.

### DNA extraction and MBD-Seq library preparation

Genomic DNA from five samples of each group was extracted using the Wizard Genomic DNA purification kit (Promega, A1120). DNA concentration was measured by the Qubit dsDNA Broad-Range Assay (Invitrogen, Q32850). Two DNA samples were randomly selected from each group and named as Control 1, Control 2, Vaccinated 1 and Vaccinated 2, respectively.

MBD-seq method was used to identify methylated DNA regions. MethylCap kit (Diagenode, C02020010) was employed to obtain DNA containing methylated CpGs. Firstly, DNA was extracted and dissolved to reach 0.1μg/μl for a final volume of 40 μl in a 1.5 ml tube. Then DNA was sheared into 300–500 bp fragments using the Bioruptor Sonicator and checked on agarose gel to visualize the size of the resultant segments. Secondly, 141.8 μl of capture reaction mix without MethylCap protein, but containing 12 μl of sheared DNA was prepared. From this preparation, 119 μl of capture reaction mix was incubated with 1 μl of diluted MethylCap protein at 40 rpm on a rotating wheel for 2 hours and at 4°C to let the interaction occurs. The rest (22.8 μl) was used later as input sample. Magnetic beads (coated with GSH) captured methylated DNA. After, unbound DNA was washed off and DNA elutes collected. For the elution, 150 μl of low, medium, and high concentration buffer was used serially per each capture. All fractions and input were purified using the MiniElute PCR Purification Kit (QIAGEN, 28006). Finally, qPCR (iCycler iQ PCR system, Bio-Rad) was performed in duplicates for each sample to test the enrichment efficiency. Tested primers are listed in S1 Table. Method 2^-ΔΔCt^ was applied to determine relative fold enrichments; comparing enrichment values of a positive *TGFB3* to a negative primer pair *MON2*, between experimental (methyl DNA) and reference (input DNA) samples.

The library for sequencing was constructed as follows. NEBNext End Repair Module (NEB, E6050S) was used for the end repair of the fragmented methylated DNA. Then a 3’ A was added using DNA Polymerase I, Large (Klenow) Fragment (NEB, M0210L). Also, a pair of Solexa adaptors (Illumina) was ligated to the repaired ends by T4 ligase (Promega, M1801). Filtration in a 2% agarose gel was used to select fragments (DNA plus adaptors) from 200 to 500bp. PCR enriched purified DNA templates by using Phusion Hot Start High-Fidelity DNA Polymerase (NEB, M0530S). After purification, DNA quality was examined. The DNA library was diluted and the concentration double-checked using the Qubit assay (Life Technology, Q32850). Finally, we performed sequencing analyses in the Solexa 1G Genome Analyzer (Illumina) following manufacturer protocols.

### MBD-Seq Data Analysis

Sequence files were examined for quality assurance. After an adequate quality confirmation, files were aligned to the galGal3 (WUGSC 2.1) reference genome obtained from the UCSC browser (http://genome.ucsc.edu). For the alignment process, Bowtie (Ultrafast, memory-efficient short read aligner) was employed [54]. Original fragments consisted in 50 nucleotides although the first 15 5’ nucleotides of each fragment were trimmed to maintain high sequence quality. For data manipulation, filtration and format conversion a combination of procedures available in SAMtools and BEDtools were applied [55, 56]. An important step that should be considered is the removal of duplicated reads, which has been achieved using the bRemoveDuplicates option included in the DiffBind package. This action will affect posterior procedures and is critical for the analysis method that we used.

The peak-calling step was applied individually for each sample using Model Based Analysis of ChIP-Seq (MACS) [57]. The software empirically models the shift size of the tags and employs a dynamic Poisson distribution to account for local bias, making the predictions more reliable. Identification of the Differentially Methylated Regions (DMRs) was accomplished implementing the DiffBind R package [58]. It computes differentially bound sites using affinity data. The set of peaks identified by MACS and the bam files containing aligned reads for each sample, was the input for DiffBind. The program creates a matrix with the consensus peaks; for this case it was obtained with a “minimum overlap” of 2, determined by the number of replications in the experiment. After creating a contrast between conditions and considering concentration as a block effect, DiffBind runs an edgeR analysis, which is an empirical Bayes method [59]. For normalization, the default method TMM (Trimmed Mean of M-values) that subtracts the controls reads and considers the effective library size (reads in peaks), was applied. The threshold utilized was 0.1, for False Discovery Rate (FDR).

For the genomic annotation of the DMRs, the software ChIPpeakAnno was used [60]. ChIPpeakAnno provides information about the overlaps, relative position and distances for the inquired feature. The annotation information was obtained from biomart, using Ensembl 70 in the archive site. Dataset “ggallus_gene_ensembl” corresponds to WASHUC2 (galGal3), the genome used for alignment. The CpG island annotation was retrieved from UCSC web browser. For the enrichment analysis, genes that were annotated based on the nearest TSS or overlaps with the peaks were considered. An Interactive Pathway Analysis (IPA) was performed using the Ingenuity software (http://www.ingenuity.com). The analysis generated an extensive report, but the most valuable are: networks, diseases and disorders, molecular and cellular functions, physiological system development and function, and canonical pathways.

### Bisulfite Sequencing for MBD-seq Validation

Sodium bisulfite conversion reagents were used to treat 500 ng of DNA (EZ DNA Methylation Golden Kit, ZYMO Research, D5005) following the standard protocol provided by the manufacturer. PCR primers were designed using MethPrimer (http://www.urogene.org/cgi-bin/methprimer/methprimer.cgi) and listed in S1 Table. Firstly, equal amounts of DNA from five samples of each group (vaccinated and control) were pooled together, serving as a template for the bisulfite conversion and the bisulfite PCR. Then, PCR resultants were purified using QIAquick Gel Extraction Kit (QIAGEN, 28704). The purified PCR products were ligated to pGEM-T Vector (pGEM-T Vector System I, Promega, A1360), transformed to DH5α competent cells (Z-Competent E. Coli Cells—Strain Zymo 5α, ZYMO Research, T3007), and screened for successful insertions (blue-white selection) after incubation at 37°C overnight. In the next step, ten white colonies from each group were cultured overnight in a 37°C shaker. Plasmid DNA was isolated using Zyppy Plasmid Miniprep Kit (ZYMO Research, D4036). M13 reverse primer and BigDye Terminator v3.1 Cycle Sequencing Kit (Applied Biosystems, 4337456) was employed for sequencing in the ABI 3730 machine. Bisulfite sequencing results were analyzed by QUMA (http://quma.cdb.riken.jp) and DNA methylation level for each region and group, obtained.

## Supporting Information

S1 Table PCR Primer sequences used for MBDSeq validation.

S2 Table Descriptors and statistics of differentially methylated regions (DMRs) identified by MBDSeq method.

S3 Table Annotation of the differentially methylated regions (DMRs) regarding Ensembl genes.

S4 Table Identified bi-directional promoters and its corresponding Ensembl annotation.

# Supplementary material for: Methylome Analysis in Chickens Immunized with Infectious Laryngotracheitis Vaccine
**Source:** PLoS One. 2015 Jun 24;10(6):e0100476. doi: 10.1371/journal.pone.0100476
**Supplement:** S1 Table

**S1 Table. PCR Primer sequences used for MBDSeq validation**

| (q)PCR experiment | Primer name | Sequence | Product Size (bp) | Annealing Temperature (℃) | Related RefSeq Genes |  |
| --- | --- | --- | --- | --- | --- | --- |
| MBD_Check | TGFβ3 | F: 5' 3'  R: 5' 3' |  | 60° | *TGFβ3* |  |
| MBD_Check | MON2 | F: 5' 3'  R: 5' 3' |  | 60° | *MON2* |  |
| MBD_Validation | MBD1 | F: 5'TGAGGAGTTGAGTTTTTTATGTTTG3'  R: 5'AACAAACACACCCCAACAATACTA3' | 510 | 60° | No^*^ |  |
| MBD_Validation | MBD3 | F: 5'TAAATTGTGAGAGGTTGGTTTAGTA3'  R: 5'ATAAAAAAATCAATTACCTCCCTCC3' | 518 | 60° | No |  |
| MBD_Validation | MBD4 | F: 5'AAAAGTTATATTTTGTTGGGTTGTTG3'  R: 5'CAACATTTTATTACCTTTCCATCAAA3' | 500 | 60° | *ENO1* |  |
| MBD_Validation | MBD5 | F: 5'TTTTGTTTTTAGATGTTGTGAGTTGA3'  R: 5'TATTATTACAATACAAACCACCCCC3' | 504 | 60° | *RFC4* |  |
| MBD_Validation | MBD7 | F: 5'GAGGTTGGATGTGGTTTTGG3'  R: 5'CACGACTAAATACGCGACCA3' | 631 | 60° | *RPS12* |  |
| MBD_Validation | MBD8 | F: 5'TTTTGGAATCGAGTTTTGTGA3'  R: 5'CAAAACCTCAACCACCCTAAT3' | 716 | 60° | *KPNA2* |  |
| MBD_Validation | MBD13 | F: 5'GTTGTTATGAAGTAATTTGAAGGAGGTGTT3'  R: 5'TCCATTCAATAAAACAAACCTATAATCTCA3' | 371 | 60° | *PABPC1* |  |
| MBD_Validation | MBD14 | F: 5'ATTTTTGTTTTTGGAGTAGTGTATTTG3'  R: 5'AACTTTTAACTCTATAAAATCTCCTTTTCC3' | 444 | 60° | *RPL6* |  |
| MBD_Validation | MBD15 | F: 5'TTTGTGTTTGTGGTTGTTTGGGGTT3'  R: 5'ACAACACTTTTAATTCCCACCCCACCTA3' | 318 | 60° | No |  |
| MBD_Validation | MBD16 | F: 5'TGTGTATTTGGGGTATTATTTATTGATTTT3'  R: 5'TCAACCACTTATAAAAACTCTCATTTCACT3' | 474 | 60° | No |  |
| MBD_Validation | MBD18 | F: 5'TGTAGAAATGTTTTTTTTGGGGAGA3'  R: 5'AACAAAACCACTAACCAATACAATCTTTAA3' | 348 | 60° | *STMN1* |  |
| MBD_Validation | MBD19 | F: 5’GGAGGTTTTATAGGGGAATTTTTTTT3’  R: 5’TTACCCACAAATTAAACTCTAACCTTCTTA3’ | 370 | 60° | *FTH1* |  |
| MBD_Validation | MBD22 | F: 5’GAGGGGGAGTTTTATTTGTTGTTAG3’  R: 5’CACAAAAAAAATTTCTATACAAATACCC3’ | 340 | 60° | No |  |
| MBD_Validation | MBD23 | F: 5’TTAGGAATTTTTGTTTGTGGGATTTTAGTT3’  R: 5’ATCTCTACAACCCCTACATCACCTC3’ | 619 | 60° | *NCOA1* |  |
| MBD_Validation | MBD24 | F: 5’GAGGTGATTGTAGATGTTGGATTTGATAAG3’  R: 5’AACATCAACTCCCCAAAAAACACAC3’ | 363 | 60° | No |  |
| MBD_Validation | MBD26 | F: 5’AAGGGATGGAGTGGTTTAGTTTTTTA3’  R: 5’ACTATTCCCCTCCCCTAACTATCATTATAC3’ | 375 | 60° | No |  |
| MBD_Validation | MBD27 | F: 5’GGGGAGAATGAGTTTTTTGAGGATTATTTT3’  R: 5’ATAACTAACCATCTCACCTCCTCCATCACT3’ | 506 | 60° | No |  |
| MBD_Validation | MBD28 | F: 5’TAGTTAGGTTTTGAGGGGAAGGAGGAG3’  R: 5’CCCAAATAAAACAACTAACAATCTCCTAAA3’ | 536 | 60° | No |  |
| MBD_Validation | MBD33 | F: 5’AGAGAGGGAGGTGAGTTTTTTTGGAGTATA3’  R: 5’TTTCAACTCTCCCTACCACCAAATCC3’ | 493 | 60° | *TK1* |  |
| MBD_Validation | MBD34 | F: 5’TTGTTGTTTTGTGGAGATGGGGTTT3’  R: 5’TCCCAACACTACTACATCCCCAACC3’ | 428 | 60° | No |  |
| MBD_Validation | MBD35 | F: 5’GGGGTTGGAGTAGGGGAGGGTTTAT3’  R: 5’CCAAAACAAAAAACACCAAAACAAC3’ | 680 | 60° | No |  |
| MBD_Validation | MBD36 | F: 5’GGTAGTTGTTTTTTTAAGGTGGGT3’  R: 5’ATCCTCTCTTTACTCAATCTAACCCC3’ | 372 | 60° | No |  |

^*^No means: no chicken refSeq genes overlap with the PCR sequence of this MBD region.

How the deposited data were processed for this re-analysis (not part of the article)

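MBD-Seq libraries from the tracheal mucosa of 2 control birds and 2 vaccinated birds were analysed, with a low, a medium and a high salt elution of each bird's capture, 12 libraries in all. The authors trimmed the 50-nt reads by 15 nt, aligned them to galGal3 with Bowtie, and called peaks with MACS in each library alone; versions of these tools and whether the input served as a control for peak calling are not given in the sources used here. Each deposited peak list gives positions and a MACS score per peak, which the authors' peak caller derives from the logarithm of the peak's p-value and which is at least 50 in every list. The authors then built regions called in at least 2 libraries with DiffBind, counted reads without duplicates in them, normalized the counts by TMM, and tested control against vaccinated libraries with edgeR, with elution concentration as a block. The deposited table of the authors holds the regions with an FDR under 0.1, their log2 mean concentration in each treatment, the log2 fold of control minus vaccinated, and the p-value and FDR of that test. The lowest vaccinated value in it, 0.10, is shared by 105 DMRs. The authors annotated the DMRs with ChIPpeakAnno and Ensembl release 70, by the nearest transcription start site and by overlap, and listed DMRs in bidirectional promoters with a maximum distance of 5000 bp.

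From the peak lists, the number of peaks, their median length and the covered base pairs were computed per library. Peaks of the 12 libraries that overlapped by at least 1 bp were merged. A region or DMR counted as called in a library when a peak of that library overlapped it by at least 1 bp. Libraries were compared by the Jaccard index in base pairs over pairs from different birds. Regions called in both birds of 1 treatment and in neither bird of the other were counted within each elution concentration, beside the same counts for the other splits of the 4 birds. Positions are on galGal3 and counted from 1; the DMR table's widths are 1 base longer than the region between its printed start and end. No read counts were analysed here, so the authors' test was not refitted and no interval of a fold can be given. The depth per library is that of the paper's Table 1, 5066831 to 12546980 aligned reads; control libraries were deeper than vaccinated ones at high concentration, with 11692413 and 12546980 against 6909168 and 5066831.

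The bird was the unit of tests between libraries. Numbers of peaks were compared between concentrations by exact sign permutation within birds and between treatments by exact permutation of 2 birds against 2, two-sided. The similarity by concentration was tested one-sided over all arrangements of the concentration labels within birds with 1 bird held fixed. Concentrations at DMRs and lengths were compared by permutation tests with 100000 resamples over DMRs. Shares were compared by Fisher's exact test, two-sided, with Benjamini-Hochberg adjustment over chromosomes or over the 6 position classes, and chromosomes were tested against the regions called in 2 or more libraries that are not DMRs. Intervals of shares are 95% Wilson intervals. Most genes and regions named in the text were chosen by a rule set before the data were examined. It took each gene that the paper's text names and that has an annotated DMR. In effect these are the genes given by Ensembl identifier, since GGA.47846 and 5_8S_rRNA could not be matched to the table. Per direction it also took up to 5 regions among those of smallest FDR in the authors' deposited table. The values of that table had been seen as a supplement of the paper. The shortest DMR, the DMR just beyond ENSGALG00000021139, and the runs and their genes in the closing section lie outside this rule. Lists of genes of immune function, chosen before the data were examined, could not be used, since 0 of the 1182 annotated identifiers matched a symbol in the reference used here; names come from the paper.

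The alternatives tried were a MACS score of at least 100, a larger minimum overlap of peak and region, merging of peaks up to 200 bp apart, leaving out the random chromosomes, other measures of similarity (among them correlations of MACS scores between libraries), stricter FDR thresholds of 0.05 and 0.01, an absolute log2 fold of at least 1, other distances to the transcription start site, other uses of the annotation, other backgrounds for chromosomes, and leaving out each bird or concentration in turn. Their effect is given in the closing section. The computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, with the random seed 1. Merging, overlaps, the concentration test and the chromosome test were tested on simulated data; the exact permutation tests, the permutation test over DMRs, Fisher's odds ratio and the adjustment were checked on small constructed inputs with known answers. Merging and overlaps were recovered in 50 of 50 simulated draws. The concentration test passed 0.05 in 100 of 100 simulated sets of 6000 regions with a concentration effect and in 5 of 100 without. Its simulated libraries all held about the same share of regions and were compared in regions, not in base pairs. The real concentrations differed in number of peaks and in covered length, which that check does not cover. The chromosome test, on 85699 regions with 1 chromosome enriched by a factor of 3, found that chromosome in 100 of 100 sets and called 0 of 2254 others enriched. The data differ from this setting: the test used 47462 regions, and Un_random had a log2 odds ratio of 0.48. Simulated DMRs were also drawn independently, and enriching 1 chromosome lowers the others. The check therefore says little about smaller excesses or about false calls in clustered DMRs. Bisulfite sequencing, CpG islands, pathway results and expression values are not analysed here.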

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

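The tests on depth, gene overlap, calls in the other elution fractions, peak length and DMRs without the high elution control calls were chosen only after the results were seen; those on neighbouring regions and on weak peaks were set before.

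Among the 4 medium libraries, control 2 held 21945 peaks, far from the next value of 29986 (gap over range 0.966). Among the 4 low libraries, the median peak of vaccinated 1 was 667 bp, far from the next value of 203 bp (gap over range 0.858). 12 groups of 4 libraries were examined in this way, and about 0.05 of such groups pass the limit of Dixon's test by chance. At high elution, 3161 regions that are not DMRs, which the paper does not discuss, were called in both vaccinated and in neither control library, against 978 in both control and in neither vaccinated library. The splits that put a control and a vaccinated bird on each side gave at most 273 regions.

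A first pattern is that 123 of the 704 DMRs lower in vaccinated birds were called in both high elution control libraries and in no other library. The greater depth of these libraries stays open: among regions that are not DMRs, 403 were called only in both high elution control libraries and 134 only in both high elution vaccinated libraries (log2 ratio 1.59), as depth predicts, although without regard to the other fractions control-only calls were fewer than vaccinated-only calls at high elution (log2 ratio -1.69). Fragments of transcript origin are another candidate explanation: the 123 DMRs overlapped a gene in 80.5% of cases, 25.2 percentage points above the other lower DMRs (Fisher's exact test, p = 1.02e-07; 79.3% against 63.9% among short DMRs, p = 0.0157, and 81.1% against 67.3% without random chromosomes, p = 0.00258). Of the 526 regions called only in these libraries, 10.3% had another such region within 5000 bp (2.98% of the 403 that are not DMRs), above the highest of 1000 random draws, 2.66%; none of the 156 regions called only in the high elution vaccinated libraries did, but draws of as many from the 526 gave 0 to 11.5%, so that comparison decides little. Lower methylation in vaccinated birds in every elution fraction stays open too. At the other lower DMRs, control-only calls exceeded vaccinated-only calls by a log2 ratio of at least 1.41 at low and medium elution. This cannot be told apart from selection, since the DMRs were chosen on the same reads. The paper's bisulfite sequencing gave the MBD-Seq direction at most of the DMRs it covered. Whether any of the 123 DMRs were among those was not examined here.

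A second pattern is that regions called in both birds of only 1 treatment were more often vaccinated at each elution concentration, while more DMRs were lower than higher in vaccinated birds; at low and medium elution, splits that mix the treatments gave larger ratios (1.17 and 1.33 against -0.45 and -1.13), so only the high elution ratio (-1.42) exceeds them in size. Weak peaks near the calling threshold predicted a log2 ratio of control-only to vaccinated-only regions of 0 or above with a MACS score of at least 100. At high elution it was -2.04. That score is itself a threshold, which 2698 and 2228 peaks reached in the control and 4675 and 4061 in the vaccinated high elution libraries. The test therefore cannot decide, and weak peaks stay open. DMRs called in the high elution control libraries alone are argued against as the whole cause of the other side, since without them 581 DMRs were lower and 450 higher (log2 ratio 0.37). A wider part of these libraries stays open: DMRs with a peak in both were 364 lower and 42 higher, and the rest 340 lower and 409 higher (log2 ratio -0.27), a division that itself selects by direction. The authors' normalization stays open and was not tested, as no read counts were used here. Counts of regions also depend on the number and length of each library's peaks, and this was not tested. Nor was any biological explanation tested.

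A last pattern is that peaks were short in 5 libraries, with medians of 126 to 315 bp (both low and both high elution control libraries and vaccinated 2 at low elution, so 4 are control), and long in 7, with medians of 667 to 998 bp, which include both high elution vaccinated libraries. Sequencing depth is argued against as the whole cause, since 3 of the 7 libraries had aligned reads within the range of the 5. Elution fraction is argued against in the same way, since 2 of the 3 fractions held libraries of both kinds. A fragment length model fitted to each library by the peak caller is a candidate explanation, as the ratio of median to shortest peak varied only 1.26-fold over the 12 libraries. No biological explanation was tested for this pattern.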

How the results depend on the processing

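Of 155 results under alternatives set before the data were examined, 123 were scored as unchanged, and of 35 added after seeing the data 29 were. The added ones left out the 15 sequences or the high elution control calls, or used the Jaccard index in merged regions or the shortest distance. Others used the signed-rank test, regions that are not DMRs or direction by chromosome. The score asked for the same direction and side of the p threshold, or for a value within its spread. Counts could change in size, so that 509 lower DMRs instead of 704 passed as unchanged. The tests of peak numbers and of similarity by treatment allow no p under 0.05, so their side could not change. Medium against low peaks passed as unchanged at 1.11 against 0.02. The 123 therefore overstates stability. The log2 ratios of high elution peaks to low and medium, the similarity by elution, the similarity of high elution libraries by treatment, the sign of the exclusive regions and of the signal at DMRs, and the direction of bidirectional promoters kept their sign under each alternative run, though high against low peaks fell to -0.48 with a MACS score of at least 100. With that score, medium against low peaks rose to 1.11, merged regions fell to 24671 and shared regions to 14349, DMRs called only in both high elution libraries of their group came to 8.10% (lower) and 1.77% (higher), 4 chromosomes passed instead of 1, and Un_random had a log2 odds ratio of -0.73; with region length as background, 0 passed and it was -0.11. An FDR under 0.05 left 244 higher DMRs, one under 0.01 left 301 lower and 81 higher, by construction; an FDR under 0.05 also gave 59.1% within 10000 bp of a TSS and 17.5% in bidirectional promoters. Windows of 5000 and 20000 bp gave 40.4% and 70.2%, the shortest distance 61.4%. The comparison of lower with higher DMRs near a TSS reversed at 20000 bp (-0.26) and without DMRs called only in high elution controls (-0.21); the latter setting also took the log2 odds ratio inside genes to 0.37 and upstream to -0.48 (adjusted p = 0.0610), and the mean length to 1310 bp, and leaving out random chromosomes took it to 1149 bp. The share inside genes was 36.3% over all annotated pairs and 41.8% with overlapped genes first, and 7 of the 13 DMRs of named genes start within 5000 bp of a TSS. Without the high elution libraries, the share called only in the medium libraries of the group was 1.70% (lower) and 15.1% (higher); without the low ones the lower share was 25%, and without the medium ones the higher share 13.1%. For the small difference by treatment at low elution, peaks divided by aligned reads gave 0.32 and covered base pairs 0.98; at medium elution, similarity by treatment was 0.00163 without random chromosomes and 0.00139 in merged regions. Leaving out 1 bird gave -0.060 to 0.089 for medium against low peaks, -0.27 to 0.11 and -0.011 to 0.45 for treatment at low and medium elution, and 17.5% to 25% for lower DMRs called only at high elution. The causes were not tested, apart from the narrower FDR and distance limits. Bidirectional promoters were not run without the DMRs called only in the high elution controls. With a replicate block the treatment differences were -0.08, 0.22 and 0.35 at low, medium and high elution (exact permutation test, p = 1, 1 and 0.5); the birds share only a number, and same-numbered birds' deviations correlated at 2.2e-04, 0.122 and 0.00718. The lists of genes by direction were not run, since no identifier matched a symbol. What depth limits was not tested: peaks near the score minimum of 50 may be missed in a library with fewer reads; 2 birds per group allow no p under 0.33.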

Differences from the paper's values

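The signed-rank test and the shortest distance to a gene were chosen after the values were seen.

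The paper gives 1% of the DMRs as longer than 4000 bp; the authors' deposited table gives 24 of 1155, or 2.08%. Of the alternatives set before the data were examined, an FDR under 0.05 (1.73%) and leaving out the random chromosomes (2.25%) also differ from the paper's value. For control against vaccinated birds the paper's Wilcoxon p is 1.06e-43 over all DMRs, 1.28e-75 over those higher in vaccinated birds and 6.39e-117 over the lower ones, against 2.30e-26, 7.41e-38 and 3.35e-90 from the Wilcoxon-Mann-Whitney test that the paper names. No alternative to this test was set before the data were examined. The Wilcoxon signed-rank test within DMRs, chosen after seeing the values, gave 1.06e-43, 1.28e-75 and 6.39e-117 and drops none of the DMRs.

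The paper's numbers of peaks per library, and its 85493 unique and 47356 overlapped peaks, differ from the full peak lists by less than 1.5 times. They were reached exactly by leaving out 15 random and mitochondrial sequences and merging touching peaks, a setting found after seeing the values, which holds for 12 of 12 libraries and drops none of the paper's DMRs. The paper's share of DMRs near a TSS was approached by an FDR under 0.05 (59.1%) and by the shortest distance to a gene (61.4%), against 54.7% here.

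The paper's sentence on hypomethylated and hypermethylated DMRs in the vaccinated group assigns the larger number to hypermethylation; in the authors' deposited table 704 DMRs are lower and 451 higher in vaccinated birds, as in the paper's own sentence on Fig. 4A. The paper's text ranks high elution control libraries lowest and low elution vaccinated libraries highest in aligned reads; in its Table 1 the high elution control libraries have 11692413 and 12546980 aligned reads, the lowest number is 5066831 in vaccinated 2 at high elution, and the ranking fits the percent aligned instead (66.1% and 66.5% against 83.7% and 83.2%). The paper describes medium and high libraries as similar in number of peaks; here the means were 28079 at medium, 9257 at high and 27539.5 at low elution. The paper states a global decrease of methylation in vaccinated birds, and the mean over DMRs was lower by 0.94 on the log2 scale. Regions called in both birds of 1 treatment only were more often vaccinated at low, medium and high elution (log2 ratios of control to vaccinated -0.45, -1.13 and -1.42). These counts also depend on the number and length of each library's peaks. Splits that put a control and a vaccinated bird on each side gave ratios larger in size at low (1.17 and 0.75) and medium elution (1.33 and 1.16), and smaller at high elution (0.46 and -1.10). The paper gives the largest share of the DMRs to the inside of genes and a smaller one to regions upstream; by the nearest gene 27.3% lie inside and 37.7% upstream, and with overlapped genes first 41.8% and 28.1%.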

Other observations

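All tests and settings in this part were chosen after the data were seen. Neighbouring DMRs mostly changed in the same direction. Outside Un_random, 203 pairs of neighbouring DMRs lie within 50000 bp of each other, and 167 pairs (82.3%) have the same direction, against a mean of 52.6% when directions were shuffled over the DMRs (permutation test, p = 1e-05, the smallest that 100000 shuffles allow). Of 15 runs of 4 or more DMRs, 8 were lower in vaccinated birds throughout, 1 was higher throughout and 6 were mixed. The longest run lies on chromosome 1 of galGal3 from 140532240 to 140653140 and holds 12 DMRs, 12 of them lower in vaccinated birds, with log2 folds of 0.84 to 1.48 in the authors' deposited table. It holds the 11 DMRs annotated to ENSGALG00000016808, the most of any gene in the authors' deposited table. Both control birds had a peak at 9 of the 12 at low, 5 at medium and 3 at high elution, and both vaccinated birds at 4, 4 and 1. The next run lies on chromosome 2 from 133699733 to 133802438 and holds 10 DMRs of 246 to 975 bp, 10 of them lower, with log2 folds of 2.92 to 4.63 in the authors' deposited table. Of these, 8 lie inside ENSGALG00000014484. Some lengths recur at a second position: the DMR from 133701190 to 133701520 is as long as that from 133735024 to 133735354. The same holds for 133701860 to 133702305 and 133735694 to 133736139, and for 133699733 to 133700023 and 133733575 to 133733865. Whether sequence is repeated there was not tested, so the 10 DMRs may not be separate observations. At high elution 8 of the 10 were called in both control birds and 0 in any vaccinated bird. These genes were picked after their values were seen, and the files do not pair them with a symbol.

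The direction of DMRs differed between chromosomes. On chromosome Z 29 DMRs were lower and 4 higher in vaccinated birds (log2 odds ratio against all other DMRs 2.26, Fisher's exact test, Benjamini-Hochberg adjusted p = 0.0134 over 30 sequences), on chromosome 21 12 and 0 (adjusted p = 0.0282) and on chromosome 1 122 and 50 (0.75, adjusted p = 0.0282). DMRs on chromosomes 20 and 14 were more often higher, with 9 lower and 22 higher (-1.99, adjusted p = 0.00915) and 6 lower and 16 higher (-2.10, adjusted p = 0.0154). With only the first DMR of each run, 4 sequences passed (14, 20, 21 and Z), without the DMRs called only in the high elution controls 4 (14, 17, 20 and Z), and at an FDR under 0.05, with 753 DMRs, none passed, while the log2 odds ratios were 3.46 on Z (22 lower and 1 higher), -2.27 on 14 and -2.25 on 20 (adjusted p = 0.0673 for each, n = 753 DMRs).

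Chromosome Z also held a larger share of the peaks in control than in vaccinated libraries at each concentration: 2.74% and 2.41% against 2.15% and 2.17% at low, 2.35% and 2.52% against 2.08% and 2.18% at medium, and 2.98% and 3.22% against 2.71% and 2.81% at high elution. The share on chromosomes W and W_random was also higher in control libraries at low (0.318% and 0.275% against 0.233% and 0.253%) and medium elution (0.271% and 0.278% against 0.239% and 0.227%), and overlapped at high elution (0.441% and 0.380% against 0.359% and 0.385%). With 2 birds against 2 the order on Z has an exact permutation p of 0.33 at each concentration. Z and W are the sex chromosomes, and the sex of the birds is given neither in the paper nor in the sample labels. Whether the groups differ in sex could not be tested. The DMRs and peak shares on Z therefore cannot be assigned to vaccination.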
